# Detailed survey of an *in vitro* intestinal epithelium model by single-cell transcriptomics

**DOI:** 10.1016/j.isci.2024.109383

**Published:** 2024-03-01

**Authors:** Ran Ran, Javier Muñoz Briones, Smrutiti Jena, Nicole L. Anderson, Matthew R. Olson, Leopold N. Green, Douglas K. Brubaker

**Keywords:** Cell biology, Expression study, Systems biology, Transcriptomics

## Abstract

The co-culture of two adult human colorectal cancer cell lines, Caco-2 and HT29, on Transwell is commonly used as an *in vitro* gut mimic, yet the translatability of insights from such a system to adult human physiological contexts is not fully characterized. Here, we used single-cell RNA sequencing on the co-culture to obtain a detailed survey of cell type heterogeneity in the system and conducted a holistic comparison with human physiology. We identified the intestinal stem cell-, transit amplifying-, enterocyte-, goblet cell-, and enteroendocrine-like cells in the system. In general, the co-culture was fetal intestine-like, with less variety of gene expression compared to the adult human gut. Transporters for major types of nutrients were found in the majority of the enterocytes-like cells in the system. TLR 4 was not expressed in the sample, indicating that the co-culture model is incapable of mimicking the innate immune aspect of the human epithelium.

## Highlights

• Identified epithelial-like cell subtypes in Caco-2/HT29 co-culture
• Co-culture resembles fetal, not adult, gut
• Key nutrient transporters like FATP4/GLUT2 absent
• Co-culture lacks TLR4, incapable of innate immune response

## Introduction

Inflammatory bowel diseases (IBD) are complex and debilitating diseases that affect millions of people worldwide.^1^ These disorders are characterized by an exaggerated immune response that leads to chronic inflammation in the gastrointestinal tract, resulting in a range of symptoms including abdominal pain, diarrhea, and rectal bleeding.^2^ The two most common forms of IBD are Crohn’s disease (CD), which can affect any part of the digestive tract and is characterized by transmural inflammation, and ulcerative colitis (UC), which is primarily confined to the colon and rectum and is characterized by continuous inflammation of the inner lining of the colon.^2^ The prevalence of IBD and colorectal cancer (CRC) in the United States has been increasing dramatically in recent years.^3^ According to recent estimates, approximately 3 million adults in the United States have been diagnosed with IBD, with an estimated annual healthcare cost of over $6 billion.^3^ This scenario is exacerbated by the higher risk of IBD patients relapsing within 1 year (28.7%) and 2 years (38.4%) after therapeutic de-escalation.^4^ Additionally, studies have shown that individuals with IBD have an increased risk of developing colorectal cancer, with the risk increasing with the duration and extent of the disease.^5^ Clearly, IBD is a significant health problem that requires urgent attention. Understanding the biology of IBD and the interactions between the immune system, the epithelium, and the microbiome is critical for the development of effective therapies for this disease.^2^

Caco-2 cells, derived from adult human colorectal adenocarcinoma, have been extensively employed as a remarkable proxy for the intricate gut epithelium.^6^ The salient features that render these cells an exemplary *in vitro* model include their ability to differentiate into enterocyte-like cells, recapitulating the intestinal absorptive characteristics.^6^ Furthermore, Caco-2 cells exhibit brush border enzymes, tight junctions, and a plethora of nutrient transporters, providing an accurate reflection of the physiological environment.^6^ Additionally, their robust and reproducible barrier function makes them indispensable for scrutinizing drug permeability and absorption studies.^7^ Lastly, the amenability of Caco-2 cells to various experimental manipulations bolsters their utility in exploring the multifaceted interactions between the gut epithelium and dietary components, pathogens, or pharmaceutical agents.^6^ On the other hand, HT29 cells, another adult human colon carcinoma cell line, have garnered significant attention as a valuable model for mimicking gut epithelial cells.^8^ These versatile cells exhibit the ability to differentiate into diverse intestinal cell types, including goblet and enteroendocrine cells, thus providing an authentic representation of the intestinal cellular milieu.^8^ Moreover, HT29 cells contribute to the understanding of mucus secretion dynamics, which play a critical role in maintaining gut barrier integrity and host defense.^9^

However, to sufficiently evaluate the translatability of insights from such a system to adult human physiological contexts, a detailed survey of cell type heterogeneity in the system and a holistic comparison with adult human physiology need to be conducted, not just by the presence of a few well-studied proteins.^10^ Single-cell RNA sequencing (scRNA-seq) represents a cutting-edge approach to meticulously assess the resemblance between *in vitro* gut mimics, such as Caco-2 and HT29 cells, and the authentic adult human intestinal epithelium.^11^ By offering a high-resolution transcriptomic landscape of individual cells, scRNA-seq facilitates the identification of distinct cell populations, thus enabling a comprehensive comparison of cellular composition and heterogeneity between these models and native tissue.^11^ Furthermore, this powerful technique uncovers the dynamics of gene expression and operative signaling pathways in both systems, shedding light on their functional congruence.^11^ Employing scRNA-seq in this context also aids in the discovery of potential limitations or disparities within *in vitro* models, fostering the refinement and optimization of these systems for enhanced physiological relevance.^12^ As a result, the subsequent improvements in these models pave the way for more accurate and insightful investigations of gut epithelial interactions with external factors, ultimately advancing our understanding of adult human gastrointestinal physiology and disease.^10^ In this study, we employed scRNA-seq to investigate the molecular signatures of the co-culture and assess its potential for producing results that can be generalized to the adult human gut. Transcriptional profiles of the co-cultured cells were acquired and compared to that of adult human epithelial cells,^13^ fetal gut epithelial cells,^14^ and human colorectal cancer cells,^15^ which were reported by previous studies.

## Result

### Determination of adult human cell type-like signatures represented in the germ-free co-culture model

We cultured Caco-2 (ATCC, passage no. 8) and HT29 (ATCC, passage no.13) separately at 1 × 105 cells/cm2 and seeded them together into the apical chamber of two Transwells (Corning Inc, Costar, USA) with a ratio of 9:1 on day 0. 

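RNA of single cells from 2 control co-cultures of the colorectal cancer lines Caco-2 and HT29, harvested on day 23, was sequenced with the 10x Genomics 3′ assay, which tags each captured RNA molecule with a unique molecular identifier (UMI). The authors mapped the reads to GRCh38 with Cell Ranger and deposited the number of UMIs per gene and barcode, without normalization and before the cell filters of the paper. The key resources table names another Cell Ranger version than the header of the deposited matrices. Control 1 holds 5811 barcodes with 33893707 UMIs and a median of 5025 per barcode, and control 2 holds 6495 barcodes with 27934953 UMIs and a median of 3656. The lowest barcode total was 500 UMIs in each. From these counts the minimums of the paper were applied, which are 2250 UMIs and 770 genes in control 1 and 1500 UMIs and 700 genes in control 2, with at most 20% mitochondrial UMIs. Scrublet's automatic threshold marked 0 cells as doublets in each control, so the 6% of cells with the highest score were removed from each library, a rule chosen after this was seen. Cells were then normalized, integrated and clustered with the steps and resolutions of the paper, and clusters were named from marker genes listed before the files were examined. The rule that turns the markers into names was written after the clusters had been seen and revised after the first names had been seen. These markers come from the paper's text and Table S1, which were themselves made from the control libraries. Expression is given as CPM of the UMIs summed over the cells of a class in a library, as mean ± SD over the 2 controls. The controls are separate libraries, and the spread between 2 values is itself uncertain. Differences between classes were tested with edgeR's quasi-likelihood test on the summed counts with Benjamini-Hochberg adjustment. The classes were made from the same counts that were tested, so for no gene is a p between classes that of groups fixed in advance. A gene that names a cluster is not independent evidence for it.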

Cells were co-cultured and harvested on day 23. All samples were prepared for scRNA-seq as per the manufacturer’s instructions (10X genomics) (Figure S1A). Cell morphology agreed with the previous description of the Caco-2/HT29 monolayers (Figures S1A and S1B). The TEER values reported were within the range of values reported by Hoffmann et al.,^16^ indicating that the established Caco-2/HT29 co-culture system possesses properties comparable to those in other reported cases (Figure S1C).

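Clustering of the kept control cells gave 16 clusters, of which 15 carried a name under the marker rule, which asks for at least 3 raised markers of the class. A subcluster keeps the name of the cluster it came from unless markers of another class are more frequent among its 10 most raised genes. Of the named clusters, 4 were ECLC, 4 were U-HT29 and 2 were EECLC. ISCLC, TALC, LYZ+ ECLC, GCLC and FGEC had 1 cluster each. A cluster of 41 cells had the SECPLC marker KLK12 and the EECLC marker PAX4 among its most raised genes and stayed unnamed. It held 0.389% of control 1 and 0.461% of control 2. The first version of the rule, in which no name was kept from an earlier cluster, named it SECPLC and gave the other clusters the same names. That version was replaced after this name had been seen beside the leading genes of the cluster, SST and GCG. The largest ECLC cluster kept its name from the cluster it came from, with 4 raised ECLC markers, a mean log2 fold change of -0.38 over all of them, and none among its most raised genes. The ECLC cluster of 499 cells had a mean of -0.06. No cluster met the final rule for SECPLC at this resolution. The kept cells of the named classes had a median of 2016 detected genes in TALC and 1359 in EECLC.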

Cell identities were annotated based on their expression of previously reported signatures (ISC: LGR5, ASCL2, OLFM4, SMOC2, OLFM4^17^; TA: MKI67, TOP2A^18^; EC: APOA4, ANPEP, FABP2^19^; GC: MUC2^20^; EEC: PAX4, INSM1, CHGA, CHGB^21^) in healthy adult human intestinal epithelial cells (Figure 1) and were further segmented into more detailed cell groups based on uniquely expressed genes (Figure 2A). Cell subsets with no similar known adult human analogy were annotated based on their cancer-related gene expression and differentiation state. Overall, the Caco-2/HT29 co-culture system was highly heterogeneous. Quantitatively, about 4.73% of the co-cultured cells were intestinal stem cell-like cells (ISCLC), 30.93% were transit amplifying-like cells (TALC), 44.49% were enterocyte-like cells (ECLC) where about half of them showed a conventional mature enterocyte feature, 0.36% were secretory progenitor-like cells, 1.98% were early enteroendocrine cell-like cells (EECLC), 0.88% were goblet cell-like cells (GCLC), and 15.97% were undifferentiated/differentiating HT29 cells (U-/D-HT29) (Figure 1G). 

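Shares of the kept cells were computed per control library. ISCLC made up 8.74% ± 0.428 (SD, n = 2 controls), with 9.04% (exact binomial 95% interval 8.23 to 9.91%) in control 1 and 8.44% (exact binomial 95% interval 7.68 to 9.24%) in control 2. TALC made up 22.6% ± 0.126 of the cells and ECLC without the LYZ+ cluster 45.5% ± 5.82. The LYZ+ ECLC cluster held 3.44% ± 1.66, and the share was 2.27% in control 1 and 4.61% in control 2, a difference beyond the binomial intervals of 1.86 to 2.74% and 4.04 to 5.23%. U-HT29 ranged from 13.4% (exact binomial 95% interval 12.4 to 14.4%) to 18.9% (exact binomial 95% interval 17.9 to 20.1%), a difference larger than the counting error as well. EECLC were 1.54% ± 0.287 of the cells and GCLC 0.911% ± 0.129. The borders between ISCLC, TALC and ECLC moved with the processing: TALC made up 49.6% with the minimums of control 1 in both libraries and 12.9% with no doublets removed. The sum of ISCLC, TALC and ECLC was 76.8% here and 78.3% with those minimums, and it was 61.3% at a resolution of 0.8 and 60.0% with the LPS library clustered with the controls, where 16.0% and 17.5% of the control cells stayed unnamed.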

There was also a small cluster (∼0.65% of the total cells) that exhibited fetal-like features, like the expression of TFAP2C (Table S1). 

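FGEC held 0.678% ± 0.317 of the kept cells (SD, n = 2 controls), 21 cells in control 1 and 45 in control 2. TFAP2C (ENSG00000087510), which lies on chromosome 20 of GRCh38 from 56629306 to 56639283, reached 193 ± 21.6 CPM in FGEC and 7.41 ± 0.899 CPM in ECLC, the next highest class. A UMI of TFAP2C was found in 60.6% of FGEC at a median of 6464 UMIs per cell and in 1.34% of U-HT29 at a median of 4300. TFAP2C is a marker that named this cluster.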

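The genes that the paper lists per class in Table S1 were looked up in the rebuilt classes. Every listed gene found in the files was higher in its class than in all other cells in both controls for ISCLC (15 genes), TALC (157), ECLC (97), GCLC (107), EECLC (78), U-HT29 (568) and FGEC (208). In LYZ+ ECLC, 4 of 5 were. The median log2 fold change was 1.06 over the TALC genes, 2.17 over the U-HT29 genes and 2.96 over the EECLC genes. The study chose these genes on the same control libraries, so their direction is not independent evidence.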

The differentially expressed genes in each cluster were reported in Table S1. The conjectured origins of cell types, namely the monoculture Caco-2 or HT29, were determined by the overlap between cell type signatures and Caco-2/HT29 signatures (Table S2), identified from the bulk RNA-seq data of these two cell types provided by the Cancer Cell Line Encyclopedia (CCLE). 

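Signature genes of each class, taken as genes with a CPM over 4 times that of all other cells and of at least 10 in both controls, were compared with the HT29 and Caco-2 lists of Table S2, of which 398 and 756 genes are in the files. U-HT29 had 548 signature genes and shared 139 with the HT29 list and 6 with the Caco-2 list, which gives Jaccard indices of 0.172 and 0.00462. GCLC shared 42 of 228 with the HT29 list and 1 with the Caco-2 list. ECLC had 80 signature genes and shared 0 with the HT29 list and 1 with the Caco-2 list. ISCLC and TALC had few signature genes, 18 and 15, and the difference between their Jaccard indices rests on 2 and 4 shared genes. EECLC shared 7 genes with each list. Its difference of Jaccard indices, Caco-2 minus HT29, changed sign from -0.00244 to 0.00160 when the CPM had to be over 2 times that of other cells. The share of all UMIs on the Caco-2 list, which needs no signature genes, was 40.0% ± 0.0384 (SD, n = 2) in ECLC, 40.0% ± 0.594 in TALC, 27.8% ± 0.0993 in GCLC and 30.9% ± 0.946 in EECLC. The rule of a CPM over 2 times raised Caco-2 minus HT29 for TALC from 0.00522 to 0.0362 and for U-HT29 from -0.168 to -0.131.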

Result showed that in this model, the enterocyte-like lineage was likely to derived from Caco-2 cells, and secretory-like lineage was more similar to the HT29 monoculture. Given their cancerous origin, we also calculated each subset’s cosine similarity with the normal, intrinsic consensus molecular subtype (iCMS) 2, and iCMS3 cells isolated from CRC patients reported in a previous study^15^ (Figure 1E). All co-culture subsets showed low similarity with the normal cells sampled from CRC except GCLC. In general, secretory-like cells presumably derived from HT29 had a more similar expression pattern with the iCMS3 CRC cells, and the ISCLC, TALC, ECLC in the model resemble the iCMS2 CRC more. We then asked how well the Caco-2/HT29 co-culture system can recapitulate the physiology of the adult human gut epithelium. We examined the expression profile of each major cell type in the model and asked if any of these properties disqualified the co-culture model for mimicking adult human gut epithelium.

**Figure 1:**
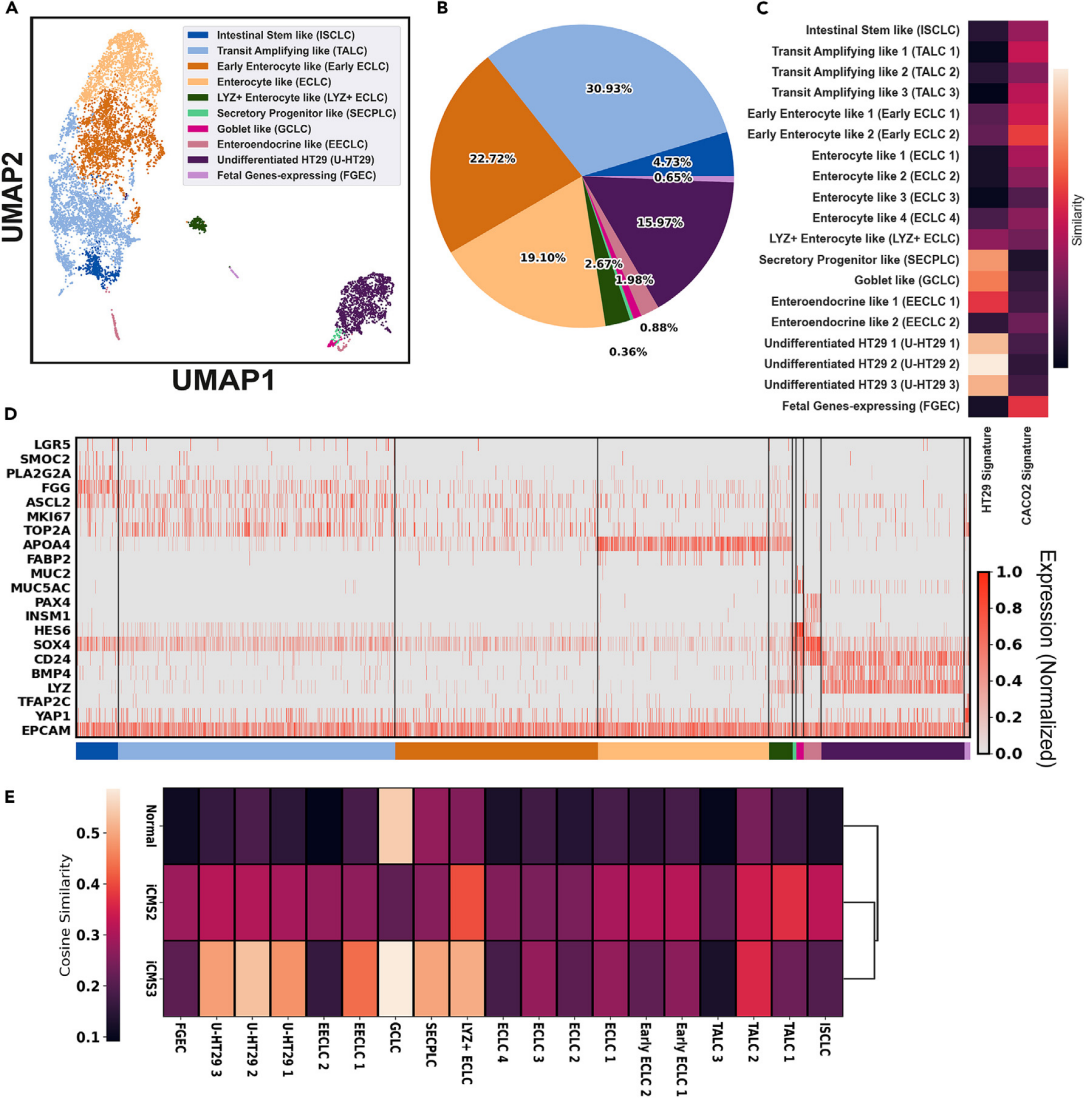
The Caco-2/HT29 co-culture model produces highly heterogeneous cell populations resembling intestinal epithelial lineage (A) Uniform manifold approximation and projection (UMAP) of cell populations in the co-culture model. ISCLC, intestinal stem-like cells; TALC, transit-amplifying-like cells; ECLC, enterocyte-like cells; SECPLC, secretory progenitor cell-like cells; GCLC, goblet cell-like cells; EECLC, enteroendocrine cell-like cells; U-HT29, undifferentiated HT29; FGEC, fetal genes expressing cells. (B) Composition of the co-cultured cells. (C) Conjectured Caco-2/HT29 origin of cell populations. Color bar: Jaccard similarity coefficient. (D) Heatmap of features in each cell population that have comparability with adult human intestinal epithelial lineages. (E) Heatmap showing the Cosine similarity of co-culture subsets with cell types isolated from the CRC patient.

**Figure 2:**
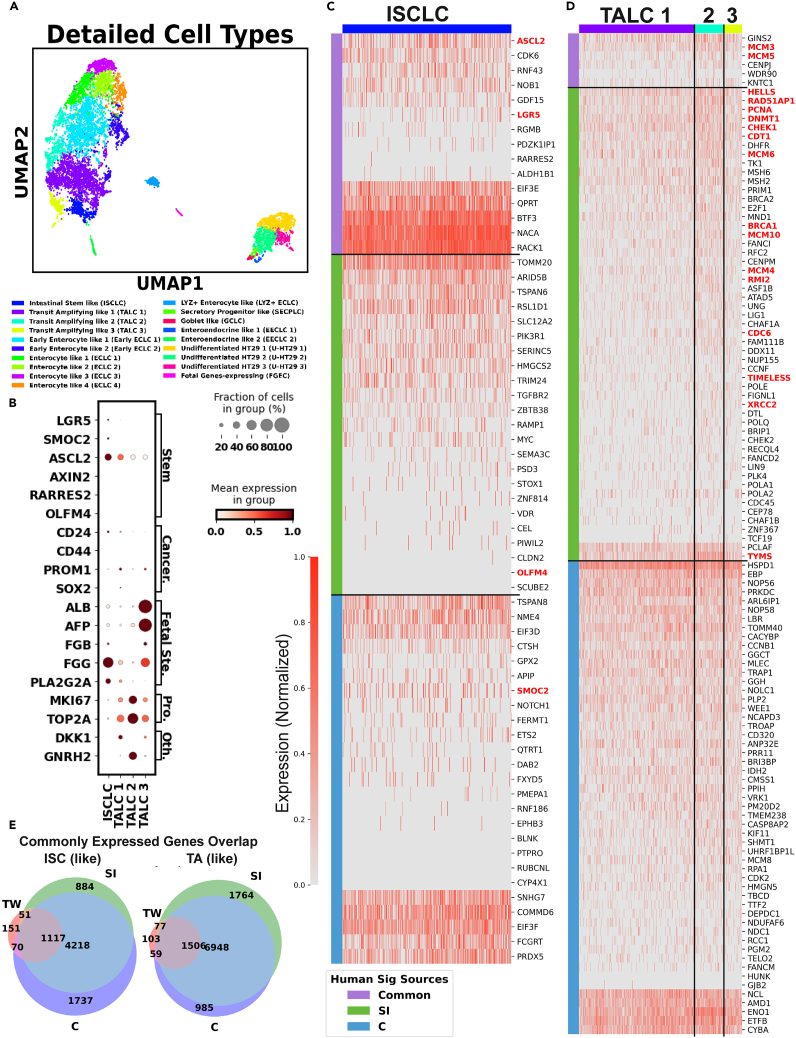
Characterization of ISCLC/TALC (A) UMAP of the ISCLC/TALC colored by detailed cell subtypes. (B) Dot plot showing the featured gene expression in each ISCLC/TALC subtype. (C and D) Heatmap showing the expression of adult human (C) ISC markers in ISCLC and (D) TA markers in TALC. (E) Venn diagram showing the overlap between commonly expressed genes (>30% of the cells) in ISCLC and adult human ISC (left) TALC and adult human TA (right).

### Characteristics of the stem and proliferative populations

Healthy adult human gut epithelium self-renews every 4–5 days. This quick turnover is initiated by the differentiation of ISCs located at the base of the crypt. Specifically, ISCs move upwards along the crypt-villi axis, leaving their stem niche and entering the region called transit-amplifying zone, where they rapidly proliferate and commit to either absorptive or secretory fate while transiting to the villus tip.^22^^,^^23^ In the co-culture, we identified 1 ISCLC subgroup and 3 TALC subgroups (Figure 2A). Noticeably, ISC and TA marker ASCL2, were universally expressed in all undifferentiated cells, which also agreed with the highly proliferative phenotype of cancer cells (Figure 2B).

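ASCL2 (ENSG00000183734, on chromosome 11 of GRCh38 from 2268498 to 2270588) was measured at 104 ± 7.24 CPM in ISCLC and 87.1 ± 18.0 CPM in TALC (mean ± SD, n = 2 controls). ECLC had 41.7 ± 5.55 CPM and U-HT29 25.1 ± 6.85 CPM. EECLC reached 164 ± 61.1 CPM and FGEC 95.0 ± 42.4 CPM. Between TALC and ISCLC, ASCL2 had a log2 fold change of -0.23 (standard error 0.20, adjusted p = 0.632, edgeR). With classes from log normalization without integration the sign changed, to 0.02.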

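FGG (ENSG00000171557, on chromosome 4 of GRCh38 from 154604134 to 154612967), LGR5 (ENSG00000139292, on chromosome 12 of GRCh38 from 71439798 to 71586310) and SMOC2 (ENSG00000112562, on chromosome 6 of GRCh38 from 168441151 to 168673445) were all highest in ISCLC. FGG was at 459 ± 56.3 CPM there and at 42.7 ± 5.17 CPM in ECLC. LGR5 was at 14.8 ± 4.94 CPM and SMOC2 at 18.4 ± 0.248 CPM, and a UMI was found in 6.90% and 7.86% of the ISCLC, at a median of 4605 UMIs per cell, against 0.192% and 0.319% of U-HT29 at a median of 4300. These genes are among the markers that named the cluster.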

ISCLC expressed fetal ISC marker FGG and classic intestinal stem markers LGR5 and SMOC2^17^ (Figure 2B). 

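AFP (ENSG00000081051) and ALB (ENSG00000163631) are neighbours on chromosome 4 of GRCh38, from 73397114 to 73421482 for ALB and from 73431138 to 73456174 for AFP. In ISCLC, AFP was at 1152 ± 13.8 CPM and ALB at 2333 ± 269.7 CPM. U-HT29 had 18.5 ± 14.3 CPM of AFP and 11.5 ± 4.65 CPM of ALB. ECLC expressed AFP at 319.6 ± 130.1 CPM and ALB at 90.1 ± 30.8 CPM.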

A portion of ISCLCs were also expressing ^22^ fetal/cancer marker alpha-fetoprotein (AFP)^24^^,^^25^ and its homologous albumin (ALB) (Figures 2B and 2C). Furthermore, ISCLC uniquely expressed PLA2G2A, a phospholipase A2 family member that is highly expressed in fetal ISC^26^ and adult adult human Paneth cells (PC).^27^ 

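PLA2G2A (ENSG00000188257, on chromosome 1 of GRCh38 from 19975431 to 19980416) was at 220.1 ± 11.4 CPM in ISCLC, 84.3 ± 5.94 CPM in TALC and 55.0 ± 0.452 CPM in EECLC. LYZ+ ECLC had 46.5 ± 41.3 CPM, while ECLC had 8.42 ± 3.06 CPM and U-HT29 5.58 ± 0.134 CPM. The gene is a marker used to name ISCLC. TALC differed from ISCLC by a log2 fold change of -1.35 (standard error 0.24, adjusted p = 7.50e-04, edgeR). When the stem and TA clusters were subclustered, an alternative chosen after seeing the data, the sign changed, to 0.11.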

PLA2G2A is known to be a Wnt inhibitor and PC differentiation modulator,^28^ so its expression might indicate the Wnt activities and/or the identity of fetal small intestine ISCs or adult PCs. However, ISCLC did not express PC markers LYZ,^29^ DEFA4/5,^29^ or PRSS2^30^ (Figure S2C), so it was unlikely to be adult PC-like cells or the stem-like that have been reported to appear after inflammation in a previous study.^31^ 

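In ISCLC, LYZ (ENSG00000090382) was at 22.2 ± 3.73 CPM, and a UMI was found in 8.21% of the cells. The share was 6.81% in ECLC, at a median of 4498 UMIs per cell against 4605 in ISCLC. DEFA4 had 0 UMIs in 840 ISCLC, which allows a share of up to 0.357%, and DEFA5 had 2. PRSS2 (ENSG00000275896) was at 20.9 ± 4.56 CPM in ISCLC with a UMI in 9.76% of the cells, against 0.734% of ECLC.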

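CD24 (ENSG00000272398) was measured at 30.7 ± 5.01 CPM in ISCLC and 9.49 ± 4.25 CPM in ECLC. BMP4 (ENSG00000125378, on chromosome 14 of GRCh38 from 53949736 to 53958761) was at 18.0 ± 4.72 CPM in ISCLC, close to the 22.0 ± 1.51 CPM of TALC. Neither gene was past the threshold between TALC and ISCLC, with log2 fold changes of -0.38 for CD24 (adjusted p = 0.405, edgeR) and 0.29 for BMP4 (adjusted p = 0.601). The BMP4 change turned negative with no doublets removed, at -0.97 (adjusted p = 0.00796, edgeR). CD24 turned positive with the stem and TA clusters subclustered, at 1.04 (adjusted p = 0.0235, edgeR). Each was past the threshold in that setting.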

Given the ISCLC also expressed^31^ CSC marker and embryonic development regulator CD24^32^^,^^33^ and BMP4^33^—although at a relatively low level—it is reasonable to comment on its similarity with adult human fetal ISCs. Since Wnt signaling maintains the self-renewal of ISCs,^34^ the active transcription of the Wnt inhibitor PLA2G2A in ISCLC might indicate it was at the beginning of differentiation and cue the loss of stemness in this population.

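TALC and ISCLC were compared on UMI counts summed per class and control, in a fit over all named classes. Of 12335 genes tested, 602 were past an adjusted p of 0.05, 349 higher and 253 lower in TALC. Without control 1 the count was 91, and without control 2 it was 102. The control was left out for TALC and ISCLC alone, and the other classes of the fit kept both. With the control library as a block the count was 1427. Which genes pass depends on where the clustering draws the border, and with no doublets removed 141 of the 602 were past the threshold, 28 of them in the opposite direction. MKI67 (ENSG00000148773, on chromosome 10 of GRCh38 from 128096659 to 128126423) was at 103 ± 1.09 CPM in TALC and 67.6 ± 6.13 CPM in ISCLC, a log2 fold change of 0.64 (standard error 0.17, adjusted p = 0.0219, edgeR). TOP2A (ENSG00000131747, on chromosome 17 of GRCh38 from 40388525 to 40417896) was at 414 ± 81.0 CPM and 294 ± 96.9 CPM, a log2 fold change of 0.53 (standard error 0.19, adjusted p = 0.104, edgeR) that is not past the threshold. With the control library as a block TOP2A was past it. Both are markers that named TALC. SMOC2 fell by 2.31 on the log2 scale (adjusted p = 5.67e-05, edgeR), and LGR5 fell by 0.54 (adjusted p = 0.441). Over the stem list, 10 of 14 genes tested were lower in TALC, 6 of them past the threshold, and 1 gene was past it in the other direction. Adjusted over the list alone, 7 genes were past the threshold. Of 15 MCM and CDC genes tested, of which MCM10 named TALC, 14 were higher in TALC, 9 of them past the threshold over all genes.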

Compared to the ISCLC, TALCs had decreased ISC marker expressions and increased transcription of genes associated with proliferation such as MKI67 and TOP2A. 

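DKK1 (ENSG00000107984, on chromosome 10 of GRCh38 from 52314281 to 52318042) and ANKRD1 (ENSG00000148677, on chromosome 10 of GRCh38 from 90912096 to 90921087) were highest in TALC, at 177 ± 25.4 CPM and 139 ± 28.4 CPM, against 49.0 ± 18.0 CPM and 18.4 ± 7.28 CPM in ISCLC. DKK1 had a log2 fold change of 1.86 (standard error 0.28, adjusted p = 1.07e-04, edgeR) and ANKRD1 a log2 fold change of 2.98 (standard error 0.40, adjusted p = 2.23e-05, edgeR). Both named the TALC cluster. The sign of DKK1 changed with the reported genes left out of clustering (-0.97), with log normalization (-1.10) and with no doublets removed (-2.13), and that of ANKRD1 with the latter 2 (-0.33 and -0.55). Subclustering of the stem and TA clusters, chosen after seeing the data, placed the highest values in a cluster with DKK1 at 809.6 ± 128 CPM and ANKRD1 at 338 ± 37.0 CPM.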

The TALC 1 group highly expressed DKK1, a putative Wnt inhibitor,^35^ and YAP’s downstream ANKRD1.^36^ The potential Wnt inhibiting effect of DKK1 might signal the loss of stemness, thus agreed with the assigned TALC identity. Indeed, the activities of Wnt inhibitors in the stem/proliferative populations invite further investigation in the role of Wnt signaling pathway in the co-culture maintenance. 

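Among the frizzled receptors, FZD5 (ENSG00000163251) had the highest value in TALC, 44.5 ± 3.76 CPM, and was at 49.3 ± 2.22 CPM in ISCLC and 48.4 ± 2.40 CPM in ECLC. FZD3 was at 19.7 ± 3.22 CPM, FZD7 at 17.9 ± 5.78 CPM, FZD4 at 17.7 ± 0.458 CPM and FZD2 at 8.52 ± 0.974 CPM. Of the Wnt target genes, HES1 (ENSG00000114315) reached 568 ± 33.4 CPM in TALC and 599.9 ± 28.3 CPM in U-HT29. SOX9 was at 78.5 ± 8.23 CPM in TALC. MYC was at 62.2 ± 9.56 CPM and ID1 at 187 ± 27.3 CPM. Of 13 Wnt receptors and targets tested between TALC and ISCLC, 2 were past the threshold and higher in TALC, 0 were past it and lower in edgeR's test (1 at an unadjusted p under 0.05, 0 with DESeq2), and 3 were past it when adjusted over the list alone. The genes past it were MYC, with a log2 fold change of 0.90 (standard error 0.18, adjusted p = 0.00224, edgeR), and ID1, with a log2 fold change of 0.84 (standard error 0.17, adjusted p = 0.00353, edgeR).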

We found the expression of genes that were engaged in the Wnt signaling, such as frizzled class receptor FZD 2/3/4/5/7^37^^,^^38^ as well as the transcription of several Wnt downstream genes like ASCL2, MYC,^38^ ID1,^39^ HES1,^40^ SOX9,^41^ etc. (Figure S2C; Table 1), which means the co-cultured cells were universally eligible of receiving Wnt signals and proceeding the downstream transcription. Despite the broad expression of Wnt-associated genes, Wnt ligands themselves were not highly expressed (Figure S2C). Such observation is reasonable, considering Paneth and mesenchymal cells are the main producers of Wnts in healthy adult human gut,^42^ and the co-culture model was sourced from the colon, which is considered Paneth-free, and did not have any stromal cells equivalent. 

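Of 19 WNT ligand genes, 2, WNT2 and WNT8A, had no UMI in the 9622 control cells, which allows a share of up to 0.0312% of the cells each. 16 of the ligands had a UMI in under 1% of the cells. WNT11 (ENSG00000085741, on chromosome 11 of GRCh38 from 76186325 to 76210736) had the highest share, with 465 UMIs in 4.59% of the cells (exact binomial 95% interval 4.18 to 5.03%). It was at 64.0 ± 42.1 CPM in FGEC, 13.6 ± 1.77 CPM in ECLC and 3.60 ± 1.26 CPM in U-HT29. With 9166 of the cells thinned to 2250 UMIs and the shallower ones left out, 5 ligands had no UMI.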

Still, it raised the question how the Wnt pathway could be activated with such a limited Wnt secretion without the addition of exogenous Wnt (no Wnt protein in the culture medium). It is possible that the^43^ APC/beta-catenin mutation, which is well-characterized in both Caco-2 and HT29 cell lines,^43^^,^^44^ and/or the crosstalk between Wnt and other signaling pathways, such as TGF beta signaling,^45^ result in the activation of Wnt downstream.

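GNRH2 (ENSG00000125787, on chromosome 20 of GRCh38 from 3043622 to 3045747) was at 1196 ± 302 CPM in ECLC, 608 ± 189 CPM in LYZ+ ECLC and 49.7 ± 15.6 CPM in TALC. The highest value was in an ECLC cluster of 499 cells, at 3956 ± 813 CPM, in which MKI67 was at 69.6 ± 2.78 CPM and TOP2A at 269.5 ± 45.8 CPM. After subclustering of the stem and TA clusters, chosen after seeing the data, no subcluster exceeded 91.3 ± 81.0 CPM for GNRH2.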

TALC 2 exhibited high levels of MKI67 and TOP2A, but uniquely expressed gonadotropin-releasing hormone 2 (GNRH2), a hormone with unclear function. Unlike GNRH1, GNRH2 is commonly expressed in a variety of adult human peripheral tissues but is seldom found in brain regions associated with gonadotropin secretion,^46^ suggesting it might not function as a hormone in the same way GNRH1 does. Furthermore, it was observed that GNRH2 had an anti-proliferative effect on prostate, ovarian, breast, and endometrial cancer cells.^47^

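Subclustering of the stem and TA clusters at a resolution of 0.35, chosen after seeing the data, gave a subcluster of 322 cells with AFP at 2313 ± 353 CPM and ALB at 4745 ± 127 CPM. MKI67 was at 103 ± 10.9 CPM and TOP2A at 446 ± 112 CPM in these cells. At the resolution of the paper nearly all of them fell in ISCLC, and TALC as a whole had AFP at 44.6 ± 2.58 CPM and ALB at 63.3 ± 1.80 CPM. Between TALC and ISCLC, AFP fell by 4.66 on the log2 scale (adjusted p = 1.85e-10, edgeR) and ALB fell by 5.17 (adjusted p = 1.02e-13). With no doublets removed both genes were higher in TALC, with log2 fold changes of 3.39 for AFP and 3.50 for ALB.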

The expression of AFP and ALB in TALC 3 was indicative of the resemblance of its features to the TA cells found in the fetal small intestine.^24^^,^^25^ This finding further supports the notion that the epithelium-like tissue derived from Caco-2/HT29 exhibits characteristics akin to the fetal intestine. Nevertheless, such finding was anticipated given the reported embryonic genes re-expressed or upregulated in colorectal adenocarcinoma.^48^^,^^49^

We examined the expression of previously reported adult human ISC/TA signatures in the model.^13^^,^^17^ Although LGR5 and SMOC2 were expressed, there was no active transcription of adult human adult ISC marker genes OLFM4, RARRES2, or CD44 (Figures 2B and 2C). 

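OLFM4 (ENSG00000102837, on chromosome 13 of GRCh38 from 53028813 to 53052057) had 0 UMIs in 840 ISCLC, which allows a share of up to 0.357% of the cells, and 1 UMI in 2178 TALC. RARRES2 (ENSG00000106538) had 0 UMIs in ISCLC and was at 0.825 ± 0.111 CPM in TALC and 118 ± 54.6 CPM in U-HT29. CD44 (ENSG00000026508) was at 2.68 ± 1.71 CPM in ISCLC and 4.46 ± 1.56 CPM in TALC.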

Interestingly, the lack of OLFM4 is a feature of the immature fetal intestine, strengthening the fetal-like features of the co-culture^50^ (Figure S3A). However, we did not find any BEX5+ uniform progenitors^26^ that are reported to occur during the first trimester (Figure S2C), suggesting the features were not early fetal-like.

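BEX5 (ENSG00000184515, chromosome X) had 0 UMIs in every class of both controls. For 2178 TALC cells this allows a share of up to 0.138% of the cells, at a median of 5786 UMIs per cell.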

Overall, some of the adult human ISC differentially expressed genes (DEGs) identified in the previous study were not expressed in the ISCLC, and conversely, only a few of the ISCLC DEGs were expressed in adult human ISC (Figures 2C and S3A). 

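In ISCLC, 1673 genes had a UMI in over 30% of the cells. The count follows the number of UMIs per cell and the share that is asked for. It was 677 with 804 of the 840 cells thinned to 2250 UMIs and the shallower ones left out, 2763 at over 20% and 1097 at over 40% of the cells. In control 1 alone it was 1907 and in control 2 alone 1462. The adult cells of the comparison were not analysed here.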

A total of 1117 genes were expressed in over 30% of the ISCLC, adult human small intestine ISC, and adult human colon ISC, whereas 151 genes expressed in ISCLC were not commonly expressed in any of the adult human ISC (Figure 2E). Interestingly, more co-culture DEGs are expressed in fetal LGR5^+^ Stem cells (Figure S3A). By comparison, TALCs in the co-culture model shared more similarity with the adult human TA cells. Proliferative genes such as mini chromosome maintenance genes (MCMs) and cell division cycle (CDCs), which were differentially expressed in adult human TAs, were also prevalent in TALCs (Figure 2D). 

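Of 15 MCM, CDC and CDCA genes tested, 14 were higher in TALC than in ISCLC, 9 of them past the threshold over all genes and 14 when adjusted over the list alone. Log2 fold changes ranged from -0.05 for CDC25B to 1.95 for CDC45. MCM3 (ENSG00000112118) was at 66.0 ± 3.94 CPM in TALC and 36.0 ± 5.87 CPM in ISCLC. MCM7 (ENSG00000166508) was at 114 ± 6.24 CPM and 62.2 ± 0.0260 CPM. For CDC25B the sign changed with classes from log normalization without integration, at 1.14.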

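TALC had 2112 genes with a UMI in over 30% of the cells, at a median of 5786 UMIs per cell. The number was 2420 in control 1, with a median of 6550 UMIs, and 1864 in control 2, with a median of 5009. Thinned to 2250 UMIs per cell, 713 genes were over 30%.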

1506 out of 1745 commonly expressed genes found in TALCs were also expressed in all adult human TAs regardless of their location in the gut (Figure 2E). It is also evident that most genes that were upregulated in TALC was also expressed in adult human TA (Figure S3D).

### Enterocyte-like cells and their absorption preference

Enterocytes express a wide array of transporters, which play crucial roles in the absorption and secretion of nutrients, ions, and drugs, thereby maintaining the integrity of the intestinal barrier.^51^ Caco-2/HT29 system is a popular high-throughput model to study the drug intestinal absorption—especially drugs that are absorbed passively—and a variety of transporters have also been identified on the surface of the Caco-2 cells.^52^ However, the comprehensive profiling of transporters on Caco-2/HT29 remains incomplete due to the limited characterization methods available for the co-culture system during its establishment. 

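The rebuilt ECLC comprised 4 clusters of 2137, 1249, 499 and 475 cells, besides the LYZ+ cluster of 335 cells. MKI67 was lowest in the cluster of 1249 cells, at 19.9 ± 6.60 CPM, and highest in that of 475 cells, at 92.5 ± 20.2 CPM.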

Here, we identified 7 ECLC populations that resembles adult human enterocytes (Figure 3A). 

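APOA4 (ENSG00000110244, on chromosome 11 of GRCh38 from 116820700 to 116823304) was at 2538 ± 278 CPM in ECLC and 52.2 ± 41.5 CPM in TALC. ANPEP (ENSG00000166825) was at 43.0 ± 0.851 CPM in ECLC and 25.2 ± 0.426 CPM in ISCLC. FABP2 (ENSG00000145384) was at 20.4 ± 7.23 CPM in ECLC and 1.12 ± 0.535 CPM in U-HT29. All of them are markers that named the clusters. APOA4 differed between the ECLC clusters, from 278 ± 29.9 CPM in the largest to 6941 ± 48.6 CPM in that with the least TOP2A, where TOP2A was at 67.8 ± 3.82 CPM.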

Their ECLC identity was defined by the expression of major mature enterocyte transporters APOA4, ANPEP, and FABP2.^13^^,^^49^^,^^51^ The degree of their differentiation was annotated based on the expression of proliferative markers in these cells. After the basic annotation, we queried the expression of 9 categories of functional proteins that are present and responsible for digestion and absorption in healthy adult human and fetal enterocytes (Figure S3C).

**Figure 3:**
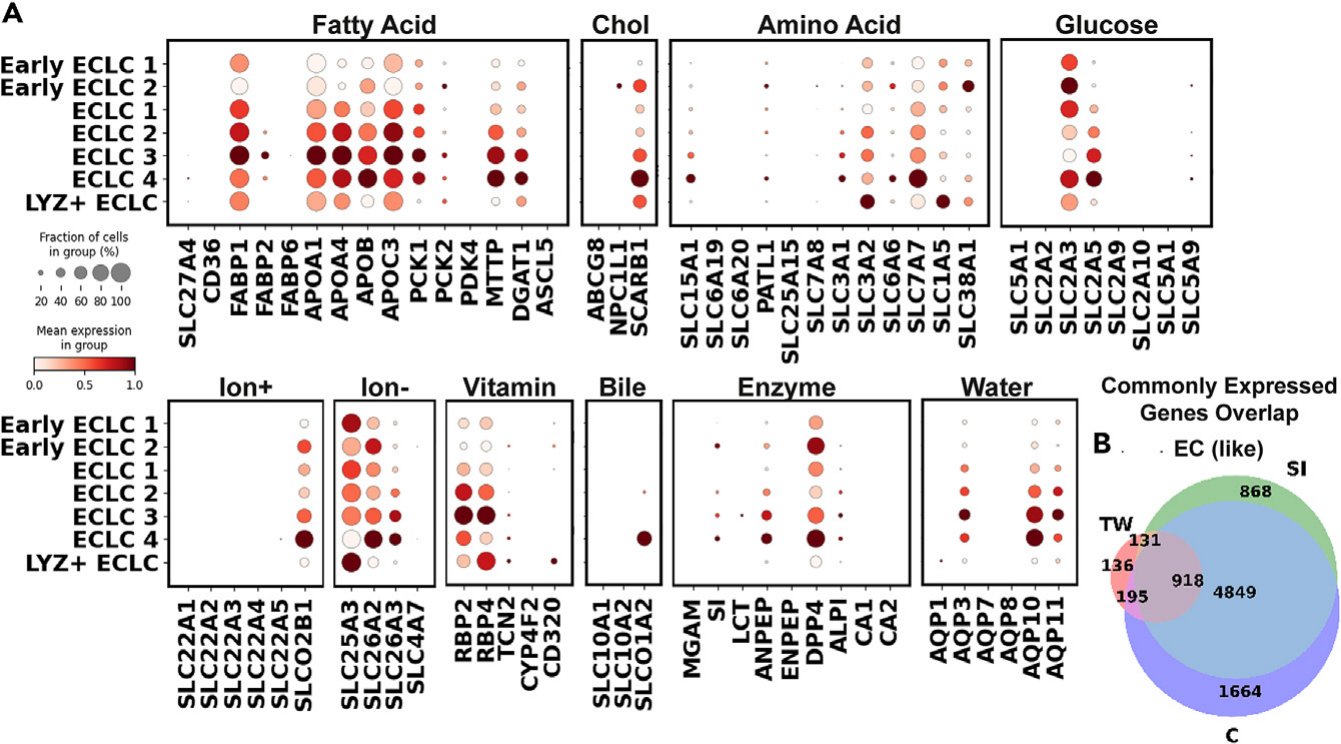
Characterization of ECLC (A) Dot plot showing the expression of key transporters in each ELCL subtype. Sig, signatures; Chol, cholesterol. (B) Venn diagram showing the overlap between commonly expressed genes (>30% of the cells) in ECLC and adult human enterocytes/colonocytes.

In our study, similar to the predominant genes in adult human ISC/TALC, the co-cultured cells showed limited transcriptional activity, particularly among ECLCs which displayed a narrower range of expressed fatty acid, glucose, amino acid transporters and enzymes compared to adult human and fetal enterocytes (Figures 3A and S3C). The co-cultured cells primarily expressed fatty acid transporters (APOA1/4, APOC3), a digestive enzyme (ANPEP, DPP4), components of vitamin retinol/retinaldehyde metabolism (RBP2/4), and water channels (AQP3/10/11) (Figure 3A). 

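In ECLC, APOC3 (ENSG00000110245) was at 5818 ± 44.5 CPM and APOA1 (ENSG00000118137) at 5674 ± 973 CPM, while U-HT29 had 261 ± 60.7 CPM and 442 ± 136 CPM. APOA1 was higher in ISCLC, at 8208 ± 1754 CPM. DPP4 was at 234 ± 0.559 CPM in ECLC. RBP2 was at 465 ± 233 CPM and RBP4 at 348 ± 61.0 CPM. Of the water channels, AQP10 was at 72.7 ± 14.5 CPM, AQP3 at 42.4 ± 16.0 CPM and AQP11 at 38.7 ± 7.53 CPM. AQP3 was higher in GCLC, at 307 ± 111 CPM.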

Significant transcription was also observed for the drug transporter ABCC2, bile acid transporter ABCC3, and cation transporter SLCO2B1 (OATP-B). 

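ABCC2 (ENSG00000023839) was at 43.1 ± 1.78 CPM in ECLC and 3.22 ± 0.327 CPM in U-HT29. ABCC3 (ENSG00000108846) was at 88.4 ± 17.1 CPM in ECLC, lower than the 132 ± 2.39 CPM of U-HT29. SLCO2B1 (ENSG00000137491) was at 85.5 ± 9.82 CPM in ECLC and 5.21 ± 0.312 CPM in U-HT29.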

Interestingly, these cells also transcribed SLC2A3 (GLUT3), a glucose transporter typically found in the brain, placenta, and CRC tissue.^53^^,^^54^ However, our co-culture system lacked several key transporters, including those for long-chain fatty acid absorption (SLC27A4,^55^ CD36^56^), cholesterol absorption (ABCG5/G8, NPC1L1),^57^ glucose absorption (SLC5A1, SGLT1, SLC2A2, GLUT2),^58^ drug intake (ABCB1), enzyme digestion (lactase), bile acid absorption (SLCO1A2, SLC10A2),^59^ water transportation (AQP1, 7, 8),^60^ and cation transportation (SLC22A1-5, SCNN1B).^61^ 

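SLC2A3 (ENSG00000059804, on chromosome 12 of GRCh38 from 7919230 to 8019007) was at 798 ± 138 CPM in ECLC and 2197 ± 191 CPM in FGEC. Of 20 transporter and enzyme genes that the paper names as lacking, 1, SCNN1B, had no UMI in the 4360 ECLC, which allows a share of up to 0.0688% of the cells. 12 of them had a UMI in under 1% of ECLC. NPC1L1 (ENSG00000015520) had the highest share, with 201 UMIs in 4.27% of ECLC (exact binomial 95% interval 3.69 to 4.91%) at a median of 4498 UMIs per cell, against 1.09% of U-HT29 at a median of 4300. SLCO1A2 (ENSG00000084453) had a UMI in 3.74% of ECLC and 0.256% of U-HT29. AQP1 had 16 UMIs in ECLC and was at 90.6 ± 7.92 CPM in U-HT29. ABCB1 was found in 0.298% of ECLC and ABCG5 in 0.0229%.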

Taken together, we postulate that the metabolism of this group had been reprogrammed to involve certain cancer-related glycolysis burst events,^62^ which skews the co-culture model toward cancer metabolism. Consequently, the efficacy of certain drugs, especially those targeting the absent receptors, like long-chain fatty acid drugs (omega-3 fatty acids), lipid-lowering (Gemfibrozil/Bezafibrate), cholesterol-lowering (statins/ezetimibe), and glucose-lowering (sulfonylureas), might be inaccurately assessed in drug screenings and tests.

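SLC26A2 (ENSG00000155850, on chromosome 5 of GRCh38 from 149960758 to 149993455) was at 434 ± 30.7 CPM in ECLC, 149 ± 26.5 CPM in LYZ+ ECLC, 148 ± 2.26 CPM in TALC and 20.0 ± 3.48 CPM in U-HT29. RBP4 (ENSG00000138207, on chromosome 10 of GRCh38 from 93591687 to 93601744) was at 721 ± 40.9 CPM in LYZ+ ECLC, 696 ± 74.2 CPM in ISCLC and 44.7 ± 15.4 CPM in U-HT29.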

While the model exhibited more small intestine (SI) characteristics (i.e., active SI-specific genes with most colon-specific genes missing), all absorptive populations expressed high levels of colon-specific ion transporter SLC26A2, and vitamin transporter RBP4 were expressed in all absorptive populations, indicating the model also possesses colon-like features given both Caco-2 and HT29 were CRC-derived. 918 commonly expressed genes found in ECLC were also expressed in both the enterocytes and colonocytes (Figure 3B).

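ECLC had 1490 genes with a UMI in over 30% of the cells, 640 after thinning to 2250 UMIs per cell, and 1652 and 1278 in control 1 and control 2 alone.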

### Undifferentiated HT29, goblet cell-like cells, and immature enteroendocrine cell-like cells were present in the model

Undifferentiated HT29 cells, which are characterized by their rapid proliferation and ability to form a monolayer in culture without showing functional differentiation typical of mature enterocytes, such as the formation of microvilli and the expression of brush border enzymes. We found undifferentiated HT29 cells, secretory progenitor-like cells, goblet-like cells, and 2 groups of immature enteroendocrine-like cells present in the co-culture system (Figure 4A). Previous reports have shown that the majority (∼95%) of HT29 monoculture is in an undifferentiated state, and they were defined such that they do not express definitive sets of markers of known adult human epithelial cell types.^63^^,^^64^ Admittedly, the profile of undifferentiated HT29, if any exists in the co-culture, is likely to differ substantially from that of the monoculture due to communication with Caco-2 cell and Transwell geometry. Therefore, we assigned the identities to U-HT29 because of their lack of epithelial markers and share the most similarity with the profile of monoculture HT29 (Figures 1C–1E).

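U-HT29 had 16.4% ± 0.234 (SD, n = 2 controls) of their UMIs on the HT29 list of Table S2, against 9.83% ± 0.136 in ECLC, 9.63% ± 0.296 in TALC, 14.4% ± 0.690 in GCLC and 8.53% ± 0.0349 in EECLC, the lowest of the classes. On the Caco-2 list U-HT29 had 28.2% ± 0.391. XIST (ENSG00000229807, chromosome X) was at 202 ± 79.7 CPM in U-HT29 and 2.94 ± 1.53 CPM in ECLC.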

**Figure 4:**
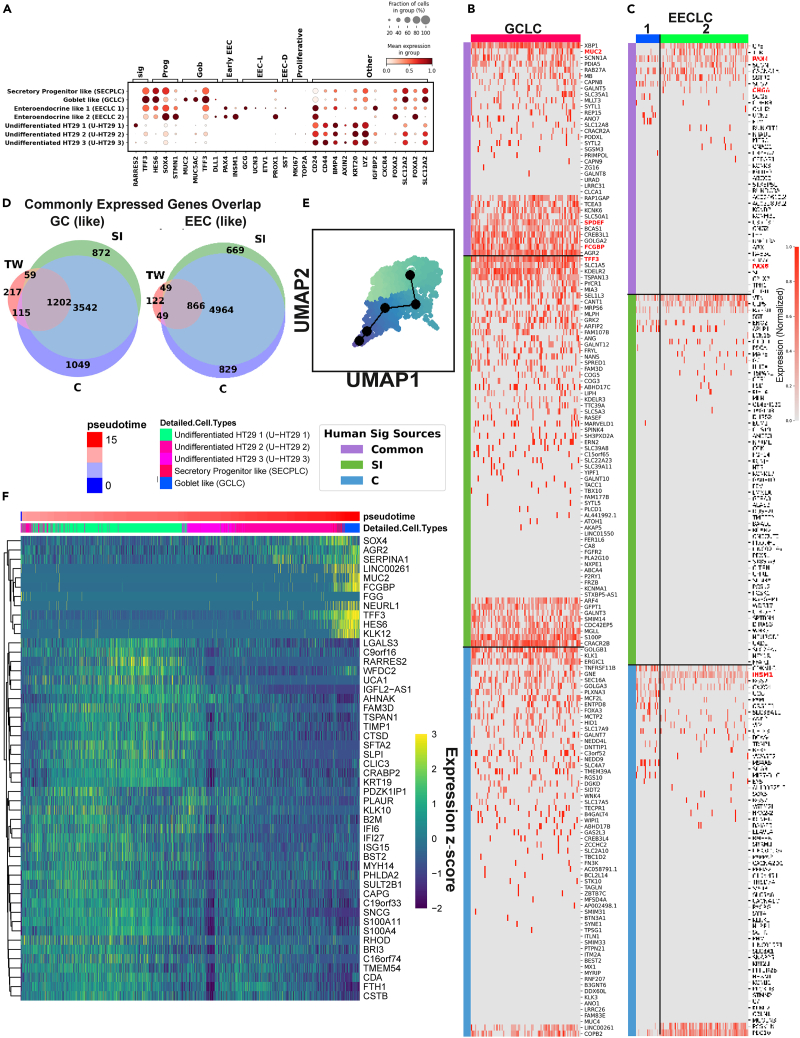
Characterization of secretory cell-like cells (A) Dot plot showing the featured gene expression in each HT29/secretory-like cells subtype. (B and C) Heatmap showing the expression of adult human (B) goblet markers in GCLC and (C) EEC markers in EECLC. (D) Venn diagram showing the overlap between commonly expressed genes (>30% of the cells) in GCLC and adult human SI and colon goblet cells (left) and EECLC and adult human SI and colon EEC (right). (E) UMAP of the HT29/secretory-like cells colored by pseudotime, light = early, dark = late. (F) Heatmap of gene expression changed along with the pseudotime. Expressions are standardized for each gene.

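CD24 was at 562 ± 19.6 CPM in U-HT29, 376 ± 12.5 CPM in GCLC and 702 ± 43.3 CPM in EECLC. CD44 was at 243 ± 34.6 CPM in U-HT29, 39.6 ± 0.934 CPM in GCLC and 4.61 ± 6.52 CPM in EECLC. AXIN2 (ENSG00000168646) reached 49.5 ± 2.61 CPM in U-HT29 and 11.8 ± 4.00 CPM in GCLC, and BMP4 281 ± 3.33 CPM and 101 ± 40.1 CPM. Between GCLC and U-HT29, CD44 fell by 2.71 on the log2 scale (adjusted p = 2.82e-06, edgeR), AXIN2 fell by 2.17 (adjusted p = 0.00435) and BMP4 fell by 1.54 (adjusted p = 2.15e-04). CD44 and BMP4 are markers that named U-HT29, so their direction is not independent evidence.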

Most HT29 and secretory-like cells express CD24, CD44, AXIN2, and BMP4. CD24 and CD44, like discussed previously, are cell surface markers that are often used to identify cancer stem cells, which have the ability to self-renew and differentiate into various types of cancer cells. BMP4 is a bone morphogenetic protein that is reported to restrict the stemness of LGR5+ ISCs^65^ and enhance the differentiation.^66^ Such a BMP4 expression evokes similarity to Paneth or mesenchymal stromal cells because the currently accepted gut epithelial cells turnover model proposes that a BMP4 gradient increasing from the crypt to the villus tip guides the differentiation of ISCs, and a high level of BMP4 is found in the lamina propria of the villus tip, co-localizing with LGR5.^67^ However, the possibility of this population being stromal cells was undermined by the high expression of epithelial cell adhesion molecule (EPCAM). 

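EPCAM (ENSG00000119888, on chromosome 2 of GRCh38 from 47345158 to 47387601) was at 636 ± 48.9 CPM in U-HT29 and 695 ± 39.1 CPM in ECLC.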

Interestingly, this population also highly expressed lysozyme (LYZ) and end-of-differentiation marker keratin 20 (KRT20).^68^ 

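In U-HT29, LYZ (on chromosome 12 of GRCh38 from 69348381 to 69354234) was at 1315 ± 56.2 CPM and KRT20 (ENSG00000171431, on chromosome 17 of GRCh38 from 40875889 to 40885242) at 556 ± 19.6 CPM. LYZ was at 378 ± 73.1 CPM in GCLC and 252 ± 26.0 CPM in LYZ+ ECLC. KRT20 was at 119 ± 65.5 CPM in GCLC and 27.0 ± 11.2 CPM in ECLC. Both genes were among the markers that named U-HT29.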

Lysozyme (LYZ), a well-studied antimicrobial agent, is transcribed in BEST4+ enterocytes, PCs, tuft cells, and follicle-associated epithelial cells, which seemingly supports the hypothesis that those cells being Paneth-like cells. Earlier studies also claimed HT29’s capability of differentiating into PCs based on its expression of LYZ.^69^ However, the lack of other Paneth markers DEFA4/5 or ITLN2 (Figure S2C) challenged the idea of this population being full-fledged PC-like cells.^7577^ Therefore, there is no functional mimic of PC or stromal cells in the Caco-2/HT29 co-culture.

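DEFA4 had 0 and DEFA5 0 UMIs in 1565 U-HT29, which allows a share of up to 0.192% of the cells each. ITLN2 (ENSG00000158764) had a UMI in 0.128% of U-HT29, at a median of 4300 UMIs per cell, below the 2.20% of ECLC at 4498. Over all control cells, 4 of 7 Paneth genes had a UMI in under 1% of the cells. PRSS2 was at 148 ± 100.1 CPM in U-HT29.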

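No cluster met the final marker rule for SECPLC at the resolution of the paper, although the unnamed secretory cluster met its first version. HES6 (ENSG00000144485, on chromosome 2 of GRCh38 from 238238267 to 238240662) was at 2252 ± 189 CPM in GCLC, 956 ± 252 CPM in the unnamed secretory cluster, 282 ± 20.8 CPM in EECLC and 46.9 ± 1.05 CPM in U-HT29. SOX4 (ENSG00000124766) was at 7831 ± 1218 CPM in EECLC and 3337 ± 1232 CPM in the unnamed cluster. STMN1 (ENSG00000117632) was at 670.0 ± 180.0 CPM in EECLC and 307 ± 144 CPM in the unnamed cluster. At a resolution of 0.8, 40 cells were named SECPLC, 0.414% ± 0.0665 of the control cells (SD, n = 2). SST was the most raised gene of these cells, as of the unnamed cluster.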

SECPLC featured a high expression of fetal secretory marker HES6,^25^ secretory differentiation modulator SOX4,^70^ and microtubule regulator STMN1.^71^ It is also noteworthy that in the colorectal cancer context, these markers are associated with increased cell proliferation and invasion. The GCLC strongly and uniquely expressed gel-forming mucin MUC2,^72^ a putative marker of the intestinal goblet cells and the building block of the mucus layer. It also highly expressed mucin MUC5AC,^73^ which is the main component of the gastric and respiratory tract mucus layer that protects the tissue from stimulations yet is absent in the intestine.^74^ 

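GCLC and U-HT29 were compared in the fit over all classes, and 657 of 12335 genes were past the threshold, 243 higher and 414 lower in GCLC. DESeq2 gave 743, with 445 higher and 298 lower, so the split between directions differs between the tools. Without control 1 the count was 265, and without control 2 it was 330. MUC2 (ENSG00000198788, on chromosome 11 of GRCh38 from 1074875 to 1110511) was at 472 ± 130.2 CPM in GCLC and 4.97 ± 2.14 CPM in U-HT29, a log2 fold change of 6.48 (standard error 0.36, adjusted p = 2.94e-13, edgeR). MUC2 is a marker that named GCLC.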

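MUC5AC (ENSG00000215182, on chromosome 11 of GRCh38 from 1157953 to 1201138) was at 700.4 ± 174 CPM in GCLC and 61.1 ± 11.3 CPM in U-HT29, a log2 fold change of 3.42 (standard error 0.20, adjusted p = 2.94e-13, edgeR). ECLC had 1.23 ± 0.0561 CPM. MUC5AC is a marker that named GCLC.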

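FCGBP (ENSG00000275395) was at 2842 ± 1196 CPM in GCLC and 43.4 ± 26.8 CPM in U-HT29, a log2 fold change of 5.92 (standard error 0.34, adjusted p = 1.77e-13, edgeR). SPDEF (ENSG00000124664) was at 247 ± 5.05 CPM and 54.7 ± 0.817 CPM, with a log2 fold change of 2.08. SLC12A2 (ENSG00000064651), which did not name the class, was at 748 ± 265 CPM and 356 ± 79.5 CPM, a log2 fold change of 0.99 (standard error 0.22, adjusted p = 0.00343, edgeR). TFF3 (ENSG00000160180) reached 15304 ± 2231 CPM in GCLC and was also at 1718 ± 264 CPM in ISCLC. FCGBP, SPDEF and TFF3 are markers that named GCLC.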

Besides, part of the DEGs in adult human goblet cells were also present in the GCLC, such as IgGFc-binding protein FCGBP, SLC12A2, trefoil factor TFF3, and SPDEF (Figure 4B). Although GCLC expressed some of the most well studied functional goblet genes, part of its the DEGs were not active in adult human goblet cells nor fetal gut goblets (Figure S3B), suggesting the fundamental difference between healthy and malicious cells. Some of them, such as EGLN3,^75^ ADAM8,^76^ CA9,^77^ AQP3,^78^ and SIRT2,^79^ are related to the hypoxia response, suggesting a hypoxia-related cancer metabolism in the GCLC. Specifically, CA9 is a well-known hypoxia-inducible gene that is commonly overexpressed in cancer cells.^80^ 

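Of the hypoxia-related genes, EGLN3 (ENSG00000129521) was at 219.9 ± 19.7 CPM in GCLC and 263 ± 45.0 CPM in U-HT29, and CA9 (ENSG00000107159) at 116 ± 12.9 CPM and 202 ± 28.5 CPM. ADAM8 was at 89.6 ± 31.7 CPM in GCLC and 79.8 ± 29.6 CPM in U-HT29, and SIRT2 at 158 ± 36.8 CPM and 61.7 ± 7.61 CPM. Between GCLC and U-HT29, AQP3 had a log2 fold change of 3.04 (standard error 0.31, adjusted p = 3.87e-08, edgeR) and SIRT2 a log2 fold change of 1.27 (standard error 0.24, adjusted p = 5.77e-04, edgeR). CA9 fell by 0.88 on the log2 scale (adjusted p = 0.0324, edgeR). EGLN3 and ADAM8 were not past the threshold, with adjusted p of 0.463 and 0.963. Of 13 hypoxia genes listed before the data were examined, 2 were past the threshold and higher in GCLC, 3 were past it and lower, and 10 were past it when adjusted over the list alone. At an unadjusted p under 0.05 in edgeR's test, 3 were higher and 7 lower. The paper's genes come from a test across all clusters, and the reference here is U-HT29 alone.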

Additional experiments, such as measuring oxygen levels in the cells would be needed to confirm if such a response is caused by the presence of hypoxia or the oncogenic signaling. Also, the intrinsic hypoxia genes expression means the Caco-2/HT29 mix might respond differently to oxygen levels or nutrient availability, so when using them as a gut epithelium mimic and co-culturing them with bacteria, their response might not be transferable to the real gut. Thus, it is essential to carefully consider the experimental conditions and controls to ensure that any observed effects are due to the bacterial co-culture and not to the Caco-2/HT29 cells' intrinsic properties. When comparing with adult human GCs, we found 1202 commonly expressed genes in GCLC were also prevalent in adult human GCs, both SI and colon (Figure 4D). 

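GCLC had 1698 genes with a UMI in over 30% of 88 cells, and 782 after thinning to 2250 UMIs per cell.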

Overall, the HT29-derived goblet cells were relatively comparable to its healthy adult human epithelial cells' analog. In view of the established capacity of HT29 cells to differentiate into goblet-like cells, we proposed a hypothesis concerning the developmental trajectory of U-HT29-SECPLC-GCLC. To explore this, we conducted a pseudotime analysis on select subsets (Figures 4E and 4F). The analysis revealed a notable upregulation of genes such as SOX4, AGR2, SERPINA1, and TFF3, alongside the downregulation of several others during the differentiation pathway. These findings not only elucidate the mechanisms underpinning the effective differentiation of GCLC from HT29 cells but also offer potential insights into the developmental processes associated with CRC.

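Between U-HT29 and GCLC, TFF3 had a log2 fold change of 4.61 (standard error 0.25, adjusted p = 3.93e-14, edgeR), higher in GCLC. AGR2 (ENSG00000106541) was at 3702 ± 76.0 CPM in GCLC and 978 ± 155 CPM in U-HT29, a log2 fold change of 1.83 (standard error 0.20, adjusted p = 2.72e-07, edgeR). SERPINA1 (ENSG00000197249) was at 1663 ± 409 CPM and 490.4 ± 44.7 CPM, a log2 fold change of 1.68 (standard error 0.23, adjusted p = 5.47e-06, edgeR). SOX4 was at 1235 ± 368 CPM and 400.4 ± 72.4 CPM, a log2 fold change of 1.55 (standard error 0.23, adjusted p = 3.37e-05, edgeR). Of 29 secretory genes tested, 15 were past the threshold and higher in GCLC and 9 were past it and lower, and 25 were past it when adjusted over the list alone. TFF3 is a marker that named GCLC, and so is MUC2, which is on the list, so the counts are not independent evidence. The comparison is between classes and does not order the cells in time.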

Both early EECLC populations expressed immature EEC markers PAX4^21^ and INSM1^81^ (Figure 4A). 

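PAX4 (ENSG00000106331, on chromosome 7 of GRCh38 from 127610292 to 127618142) was at 177 ± 60.1 CPM and 372 ± 18.3 CPM in the EECLC clusters of 102 and 47 cells, and at 262 ± 246 CPM in the unnamed secretory cluster. INSM1 (ENSG00000173404) was at 333 ± 11.8 CPM and 789.9 ± 123 CPM in the EECLC clusters and 96.1 ± 32.1 CPM in the unnamed one. U-HT29 had 0.991 ± 0.343 CPM of PAX4 and 1.61 ± 1.92 CPM of INSM1. Both genes named EECLC.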

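GCG (ENSG00000115263), UCN3 (ENSG00000178473), ETV1 (ENSG00000006468) and SST (ENSG00000157005) were highest in the unnamed secretory cluster of 41 cells, with UCN3 at 111 ± 11.3 CPM, ETV1 at 145 ± 18.5 CPM and SST at 1694 ± 904 CPM. The values rest on few cells. Its cells expressed XIST at 608 ± 282 CPM. In the EECLC clusters, PROX1 (ENSG00000117707) was at 358 ± 103 CPM and 404 ± 44.4 CPM and STMN1 at 712 ± 250.4 CPM and 597 ± 39.5 CPM.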

EECLC-1 uniquely expressed GCG, UCN3, ETV1 (EEC subtype L-cells), SST (EEC subtype D-cells),^25^ whereas EECLC-2 expressed PROX1 (EEC subtype L-cells) and a high-level of STMN1. Most of the mature adult human EEC DEGs such as CHGA and CHGB were missing in both EECLC groups (Figure 4C), yet some EECLC DEGs were expressed in adult human EECs and more in the fetal EECs (Figure S3E). 

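CHGA (ENSG00000100604, on chromosome 14 of GRCh38 from 92923150 to 92935285) was at 466 ± 264 CPM in the EECLC cluster of 47 cells and 2.55 ± 3.60 CPM in that of 102 cells. CHGB (ENSG00000089199) was at 98.4 ± 26.4 CPM and 21.7 ± 9.15 CPM. U-HT29 had 0.370 ± 0.524 CPM of CHGB. Over all kept cells, CHGA had 22 UMIs in 7 cells of control 1 and 40 in 8 cells of control 2, and 2 and 4 cells with 5 or more held 54.5% and 85% of them. Both genes are among the markers that named EECLC.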

A significant number of genes (4964) present in either the adult SI or colon EECs were not universally found in EECLCs (Figure 4D), which supported our inference that EECLCs in the co-culture system were immature (i.e., had a less variated expression profile than mature EECs). 

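EECLC had 1155 genes with a UMI in over 30% of the cells, fewer than TALC, and the lowest median number of UMIs per cell. With cells thinned to 2250 UMIs, which left out the shallower ones and kept 100 of 149 EECLC, they had 825 such genes, more than TALC. With every cell thinned to 1500 UMIs, a depth chosen after seeing the data that leaves out none, EECLC had 525 and TALC 440.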

Taken together, EECLCs were found in co-culture, but they might not be a perfect *in vitro* model of mature EEC.

### Co-culture model lacked TLR4, the initiator of NF-κB signaling

In the human epithelium, Lipopolysaccharide (LPS) triggers immune response like neutrophil activation by binding to Toll-like receptors (TLRs) on epithelial cells.^82^ TLR4 is primarily responsible for initiating the defense-related NF-κB signaling pathway in cells when it binds to the LPS of gram-negative bacteria.^76^ Previous studies employ Caco-2/HT29 as models to study intestinal epithelial cells' response to bacterial LPS by first confirming the presence of TLRs, or specifically TLR4. The undifferentiated HT29 is evident to express TLR4,^83^^,^^84^ but that expression in Caco-2 is controversial. Some studies find the presence of TLR4 in Caco-2 using the western blot and report more intense TLR4 expression.^84^^,^^85^ Contradictorily, other studies report little TLR4 gene expression in Caco-2, with no observed LPS response.^83^^,^^86^^,^^87^ This inconsistency is possibly due to the utilization of different anti-TLR4 and other technical differences during the cell culture. The bulk RNA-seq reads from CCLC support no TLR4 transcription in Caco-2.

In our co-culture system, neither TLR4 nor most other TLRs were detected in scRNA-seq data (Figure S2C) or using flow cytometry (Figures S1D and S1E). It is possible if 1) Caco-2, as reported, did not express TLR4, and 2) after the HT29 grew to confluence, its TLR4 expression dramatically decreased.^86^ 

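TLR4 (ENSG00000136869, on chromosome 9 of GRCh38 from 117704175 to 117724735) had 8 UMIs among 54376444 in the 9622 kept control cells and was found in 0.0831% of them (exact binomial 95% interval 0.0359 to 0.164%), 0.130% in control 1 and 0.0401% in control 2. Over all deposited barcodes, without a filter, the share was 0.114%. Its partner LY96 had 5 UMIs. Of TLR1 to TLR10, 9 were found in under 1% of the cells, and TLR8 had 0 UMIs, which allows a share of up to 0.0312%. TLR2 (ENSG00000137462) had 246 UMIs in 2.44% of the cells, and CD14 (ENSG00000170458) 256 UMIs in 2.29%. A UMI missing from a cell does not show that the cell lacks the RNA, since a cell held a median of 5459 UMIs in control 1 and 4103 in control 2. From the lack of TLR4, the paper reasons that microbial products are unlikely to stimulate the co-culture through TLR4 and NF-κB.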

Either way, it indicates that the co-culture model is unlikely to be stimulated by microbial products through the TLR4-NF-κB signaling pathway, which means it is a less desirable experimental model for studying the innate immune in the gut epithelium.

## Discussion

The co-culture of Caco-2/HT29 has been widely used to simulate adult human intestinal epithelium in experiments.^88^^,^^89^^,^^90^^,^^91^^,^^92^ The Caco-2 and HT29 cell lines have proven extremely useful in replicating the gut epithelium, offering researchers a valuable laboratory model for exploring gastrointestinal physiology.^6^ The Caco-2 cells, exhibiting enterocyte-like properties, primarily contribute to the understanding of absorptive processes, while the HT29 cells, characterized by mucus-secreting goblet cells, elucidate the protective mucosal barrier functions.^43^ This powerful synergistic approach has not only accelerated advancements in the study of nutrient absorption and drug delivery but has also facilitated breakthroughs in understanding host-microbe interactions when immune cell presents,^93^ the effects of cytokines and inflammatory mediators on barrier function and the expression of tight junction proteins,^94^ the adherence and invasion of pathogenic bacteria,^95^ and molecular mechanisms of colorectal cancer,^96^ including the role of genetic mutations and the effects of potential therapeutic agents.^97^

In our study, we carefully examined the variations in the Transwell co-culture, assessed how closely it resembled a healthy adult’s and fetus’ epithelium. We identified the ISC, TA, EC, GC, and EEC-like cells together with differentiating HT29 cells in the system based on the expression of canonical markers. Overall, the co-cultured cells showed less transcription variety and activities than the adult human epithelial cells, with a unique, intrinsic cancerous properties that confers the co-culture similarity toward the fetal gut given the common re-expression of embryonic genes in the colorectal adenocarcinoma. Earlier studies have compared Caco-2 and HT29 cells with the fetal colon, but due to previous limitations in transcriptomics and proteomics, only a limited number of genes were reported.^98^^,^^99^^,^^100^ Another example of discrepancy is that enterocytes-like cells in the model did not fully express the major transporters in the small intestine or colon. However, to date, none of the "major transporters" has been proven indispensable for physiological intestinal fatty acid transport.^101^ One possible explanation is that intestinal fatty acid absorption might be regulated by two or more genes so that one gene is inactivated, and the other could compensate for its function.^101^ Therefore, although the transcriptome of some transporters is absent, substances might still be able to be transported. Since in some studies the co-culture was challenged with microbes or microbial products to test its immune response, we also asked the expression of TLR4 in the co-culture and found no TLR4 expression in the co-culture. Although further experiments targeting the protein are necessary to confirm the absence of TLRs, here, we suggest that Caco-2/HT29 might not be an ideal model for studying microbe-epithelial cells interactions.

Regardless of the utility of the co-culture model, traditional animal models are often used to give a comprehensive, lifelike system for studying gut biology and confirming results from lab models. It facilitates the study of complex interactions among host genetics, immune responses, the microbiome, and different organs.^102^^,^^103^ However, the ethical considerations, costs, and potential species-specific differences limit its universal applicability. Alternative *in vitro* models, such as gut-on-a-chip, have emerged recently, presenting unique advantages and drawbacks. It offers a dynamic, microfluidic environment that incorporates fluid shear stress and mechanical strain, more accurately simulating the physiological conditions of the gut.^104^^,^^105^ Additionally, this platform allows for co-cultures of multiple cell types, including immune cells and microbes, thereby fostering a more comprehensive understanding of the intestinal ecosystem.^106^ Compared to the primary-derived experimental methods like this, Caco-2 and HT29 cells exhibit a limited gene expression profile, fetal-like characteristics, and inherent cancer properties that might deviate from the *in vivo* gut epithelium. Nevertheless, their ease of use and cost-effectiveness still make them attractive for preliminary research.

### Limitations of the study

We recognize that the primary limitation of our study stems from an under-resourced functional assay, a constraint imposed by limited funding and available resources. Despite this, by adhering to a well-established co-culturing protocol, we were able to derive a fundamental understanding of our system’s efficacy in mimicking gut physiology. This understanding is supported by two key observations: First, the formation of an intact, dense monolayer in our coculture, as visualized through brightfield microscopy, closely resembles the morphology typical of 2D *in vitro* gut models utilized in other studies. This includes both functionally characterized Caco-2/HT29 co-cultures^107^^,^^108^^,^^109^^,^^110^ and primary human intestinal monolayers derived from biopsy-based organoid cultures.^111^^,^^112^^,^^113^ Second, the transepithelial electrical resistance (TEER) values we observed, averaging between 600 and 650 Ohm cm^2^, align well with the ranges reported in previously characterized co-culture models. While we concede that additional insights could have been gleaned from employing immunofluorescence to confirm tight junction formation or Alcian blue staining for mucus layer visualization, the constraints of our setting precluded these assays. However, we partially offset these limitations through comprehensive scRNA-seq. This technique provided a robust gene expression profile, offering indirect evidence of protein expression and, by extension, functional status. 

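CLDN7 (ENSG00000181885) was at 363 ± 7.80 CPM in U-HT29 and 106 ± 1.01 CPM in ECLC. CLDN1 (ENSG00000163347) was at 96.3 ± 10.3 CPM in ECLC and 24.1 ± 1.22 CPM in U-HT29. OCLN (ENSG00000197822) was at 79.1 ± 4.73 CPM and 40.8 ± 10.7 CPM, and TJP1 (ENSG00000104067) at 41.9 ± 4.08 CPM and 61.4 ± 4.98 CPM. Over all control cells MUC2 was at 5.14 ± 0.321 CPM.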

The expression of cell-cell junction proteins like TJP1, OCLN, CLDN1, CLDN7, and mucin MUC2 was detected in the co-culture model, hinting at the establishment of barrier and the secretion of mucus (Figures 4A and S2C). The decision to utilize scRNA-seq was a strategic one, aimed at compensating for our inability to conduct more extensive proteomic analyses, and underscores the innovative approach of our study.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

HTA125 (anti-TLR4)	BioLegend	RRID: AB_314954
MOPC-173	BioLegend	RRID: AB_326468

**Chemicals, peptides, and recombinant proteins**		

McCoy’s 5A Modified Medium	GIBCO	Cat#16600082
Dulbecco’s Modified Eagle Medium high glucose with Glutamax	GIBCO	Cat#10569069
Sodium Pyruvate	GIBCO	Cat#11360070
Penicillin-Streptomycin	GIBCO	Cat#15140122
Fetal Bovine Serum, heat inactivated	GIBCO	Cat#A5256801
Non Esential Amino Acids	GIBCO	Cat#11140050
Collagen Type I	Corning	Cat#354236
Insulin-Transferrin-Selenium	Thermo	Cat#41400045
Dimethyl Sulfoxide	Corning	Cat#25950CQC
Human TruStain FcX	BioLegend	Cat#422301
eBioscience™ Fixable Viability Dye eFluor™ 780	Thermo Fisher	Cat#65-0865-14

**Critical commercial assays**		

Single Cell 3′ Library & Gel Bead kit	10X Genomics	Cat# PN120237

**Deposited data**		

scRNA-seq (Transwell co-culture)	This paper	GEO:GSE233628
scRNA-seq (healthy adult human)	Burclaff et al.^13^	GEO:GSE185224
scRNA-seq (human fetal gut)	Chatterjee et al.^14^	https://www.gutcellatlas.org/
scRNA-seq (colorectal cancer)	Joanito et al.^15^	https://www.synapse.org/#!Synapse:syn26844071/
RNA-seq (cancer cell lines)	Cancer Cell Line Encyclopedia	https://depmap.org/portal/download/all/?release=DepMap+Public+22Q2&file=CCLE_expression_full.csv

**Experimental models: Cell lines**		

Caco-2	ATCC	HTB-37
HT-29	ATCC	HTB-38

**Software and algorithms**		

R	CRAN	4.3
Python	Python	3.8.8
cellranger	10X Genomics	6.1.2
anndata	Virshup et al., 2021	0.8.0
scanpy	Wolf et al.^114^	1.9.1
Seurat	Butler et al.^115^	4.2.0
anndata2ri	https://github.com/theislab/anndata2ri	1.1
monocle3	https://cole-trapnell-lab.github.io/monocle3/	1.3.1
Scrublet	https://github.com/swolock/scrublet	0.2.3
SCTransform	https://github.com/satijalab/sctransform	0.3.5
Matplotlib	https://matplotlib.org/	3.7.1
Seaborn	https://seaborn.pydata.org/	0.11.2
slingshot	https://bioconductor.org/packages/devel/bioc/vignettes/slingshot/inst/doc/vignette.html	2.4.0
ggplot2	Wickham, 2016	3.0.0
pheatmap	https://github.com/raivokolde/pheatmap	1.0.12
scikit-learn	https://scikit-learn.org/stable/	1.3.0
statsmodels	https://www.statsmodels.org/stable/index.html	0.14.0
numpy	https://numpy.org/	1.22.4
pandas	https://pandas.pydata.org/	2.1.0
scipy	https://scipy.org/	1.8.1
FlowJo	FlowJo, LLC	10.10

**Other**		

0.4 mm-pore polyester transwell inserts	Corning	Cat#354236
Epitehlial VOLT/OHM (TEER) meter	Worcester Polytechnic Institute	EVOM2
Attune NxT Flow Cytometer	Invitrogen	Cat#A24858

### Resource availability

#### Lead contact

Further information and requests for resources should be directed to and will be fulfilled by the lead contact, Douglas K. Brubaker (e-mail: ).

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• The adult human epithelial cells’ scRNA-seq data can be accessed on NCBI GEO under GSE18522414. The fetal gut epithelial cells’ scRNA-seq data can be accessed at https://www.gutcellatlas.org15, and human colorectal cancer cells’ scRNA-seq data can be accessed at https://www.synapse.org/#!Synapse:syn26844071/16. The bulk RNA-seq data of Caco-2 and HT29 can be accessed at https://depmap.org/portal/download/by searching “CCLE_expression_full.csv”. The Caco-2/HT29 coculture’s scRNA-seq data can be accessed on NCBI GEO under GSE233628.
• Script used for analysis can be found on GitHub (https://github.com/WeldonSchool-BrubakerLab/Caco2-HT29-scRNAseq).
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### Germ-free coculture *in-vitro* transwell gut model

The intestinal epithelial Transwell system was established by adult human colon carcinoma cell lines Caco-2 (passage no. 8) and HT29 (passage no. 13) (ATTC, United States) at 1 × 10^5^ cells/cm^2^ on permeable polyester membrane Transwell inserts. The cells were cultured in DMEM medium with Glutamax (Gibco, United States), supplemented with 10% (v/v) FBS, and incubated in a humidified atmosphere (5% CO2, 37°C) for 21 days to reach the full differentiation stage. On day 23, three Transwells were prepared for library construction following the manufacturer’s instruction. The platform used for sequencing was Illumina NovaSeq 6000 S4.

### Method details

#### Tight junction evaluation by transepithelial electrical resistance and the number of cells alive

To determine tight junction integrity, transepithelial electrical resistance (TEER) was measured by an epithelial volt-ohmmeter (EVOM2; WPI, Berlin, Germany) with STX2 Chopstick probes. Measurements were performed at each culture medium exchange according to the manufacturer’s instructions. The final TEER value was determined by subtracting the TEER measurement from a blank transwell insert and multiplying it by the cell culture surface.

#### Cell staining and flow cytometry

Caco2 and HT29 cells were harvested and stained in a cell culture treated U-bottom 96 well plate first with fixable viability dye (ef780, ThermoFisher) and human TruStain FcX (BioLegend) to block Fc receptors. The cells were then stained with anti-human TLR4 (HTA125, PE, BioLegend). Alternatively, the same cells were also stained with an isotype control antibody (MOPC-173, PE, BioLegend) or cells were left unstained (fluorescence minus one control). All samples were then washed with FACs buffer, fixed with 3.7% formaldehyde (in 1x PBS) for 10 min in the dark at room temperature, followed by washing again with FACs buffer. Cell data was then acquired with an Attune NxT Flow Cytometer (Invitrogen, Carlsbad, CA, USA). The resulting data was analyzed using the FlowJo software (v10, Eugene, OR, USA).

### Quantification and statistical analysis

#### Single cell RNA-seq data pre-processing

The FASTQ files of the sequencing data were input into the Cell Ranger^116^ pipeline by 10x genomics to be filtered and mapped to the adult human genome GRCh38 to generate a count matrix that contains the number of detected transcriptomes of each gene for each cell. The downstream analysis was done with scanpy^114^ (v1.9.1) on Python and Seurat^115^^,^^117^^,^^118^^,^^119^ (v4.2.0) on R. Each dataset was pre-processed separately. Low-quality cells were dropped based on their extremely low UMI counts, high mitochondrial gene counts, and a low number of uniquely expressed genes. In the pre-processing parameters for single-cell RNA-sequencing data, Control 1 required a minimum of 2250 unique molecular identifier (UMI) counts and at least 770 genes to be considered for analysis, while Control 2 was set with a threshold of 1500 UMI counts and a minimum of 700 genes, with both controls allowing a maximum mitochondrial gene fraction of 0.2.

Genes expressed in less than 5 cells in each dataset were excluded. Multiplets were removed by Scrublet^120^ (v0.2.3). After basic quality control, the 16019 genes' transcriptional profile in 9273 cells was obtained. 

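With these minimums, 4929 cells of control 1 and 5307 of control 2 passed, and 296 and 318 were removed as doublets. This left 9622 cells and 16563 genes found in at least 5 cells of each control. The paper's text gives no Scrublet threshold.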

The cell cycle score was calculated based on the expression of cell cycle-related genes as previously described.^121^ Each dataset was normalized by SCTransform^122^ (v0.3.5) on R. Cell’s mitochondrial fraction and the difference between the S phase score and the G2M phase score, as proposed as the representation of the cell cycle score, were regressed during the normalization. Then, the top 3000 genes that were most variable in as many datasets as possible were used as anchors to integrate the datasets in Seurat.^123^ 3000 variable features were re-calculated for the combined dataset and used to perform the principal component analysis (PCA, 50 pcs). Leiden clustering^124^ (resolution = 0.5) was performed based on the computed neighborhood graph of observations (UMAP,^125^ 50 pcs, size of neighborhood equals 15 cells) to reveal the general subtypes of the co-cultured cells. Partition-based graph abstraction^126^ (PAGA) based on the Leiden clusters was used to initialize the uniform manifold approximation (UMAP, 50 pcs, min_dist = 0.1, spread = 1.1, n_components = 2, alpha = 1.0, gamma = 1.0) to facilitate the convergence of manifold. 

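The median number of UMIs per cell ranged over the classes from 2538 in EECLC to 6464 in FGEC, a ratio of 2.55. The median mitochondrial share ranged from 2.74% in U-HT29 to 6.18% in FGEC. LYZ+ ECLC had a median of 10898 UMIs in control 1 and 5298 in control 2.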

All clusters had comparable sequencing depth and mitochondrial gene percentages (Figure S2A). Seurat integration removed the batch effect desirably (Figure S2B).

#### Subclustering and cell identity labeling

The scaled SCTransform corrected counts were used to perform the Wilcoxon rank-sum test across every Leiden cluster to find the signature of a cluster, which were genes that have log2 fold change >2 and adjusted p value <0.01. The resultant signatures, together with the epithelial markers reported previously, confirm the general identity of clusters. Each cluster was further subclustered to reveal more heterogeneity among cells. The resolution used in each subclustering is set at 0.35 for ECLC, 0.4 for Secretory, and 0.3 for U-HT29. The Wilcoxon rank-sum test was re-run on the finer clustered data to unveil the marker of each subgroup, with the same threshold for log2 fold change and adjusted p value.

#### Caco-2/HT29 similarity determination

In our study, the raw bulk mRNA sequencing (mRNA-seq) data for HT29 and Caco-2 cells were obtained from the Cancer Cell Line Encyclopedia. The sequencing reads were first rounded to the nearest integer for uniformity. To determine the differential expression between the two cell lines, we fitted the positive and negative count differences into two separate negative binomial distributions using a specialized Python script. This script utilized the fmin_l_bfgs_b function from the scipy.optimize library, optimized for maximum likelihood estimation under defined parameter bounds. This approach ensures accurate and robust fitting of the negative binomial model to our count data, considering the mean and variance of the counts for initial parameter estimation. Subsequently, we analyzed the overlap between the differentially expressed genes (DEGs) in each Leiden cluster and the Caco-2/HT29 gene signatures. This analysis was quantified using Jaccard indices, normalized against the size of the reference gene signatures. The results of this overlap analysis were visually represented through heatmaps, facilitating an intuitive understanding of the gene expression similarities and differences between the HT29 and Caco-2 cell lines.

#### CRC similarity determination

Human CRC scRNA-seq data was acquired from the previous study.^15^ It had been previously categorized into normal, iCMS2, and iCMS3 phenotypes and annotated by the original data providers. To identify the signature genes for each subtype, we performed a Wilcoxon rank-sum test across every annotated subtype using the sc.tl.rank_genes_groups function in the Python package. Signature genes were defined as those exhibiting a log2 fold change >2 and adjusted p value <0.01. Using the results, we compiled lists of upregulated genes for the iCMS2 and iCMS3 subtypes and combined these to form a comprehensive list of CRC differentially expressed genes (DEGs). We then applied SCTransform correction to scale both the co-culture counts and the human CRC counts. At this point, we employed cosine similarity, a measure used to ascertain the degree of similarity between two non-zero vectors in a multi-dimensional space, to quantify the resemblance between each co-culture and the CRC subsets. This similarity analysis, conducted using the cosine_similarity function from the sklearn.metrics.pairwise module, enabled us to effectively measure this resemblance. The resulting cosine similarity values were visualized in a heatmap, generated using the clustermap function from the seaborn library.

# Supplementary material for: Detailed survey of an in vitro intestinal epithelium model by single-cell transcriptomics
**Source:** iScience. 2024 Mar 1;27(4):109383. doi: 10.1016/j.isci.2024.109383
**Supplement:** Document S1. Figures S1–S3

## **Supplemental information**

### **Detailed survey of an *in vitro* intestinal epithelium model by single-cell transcriptomics**

**Ran Ran, Javier Muñoz Briones, Smrutiti Jena, Nicole L. Anderson, Matthew R. Olson, Leopold N. Green, and Douglas K. Brubaker**

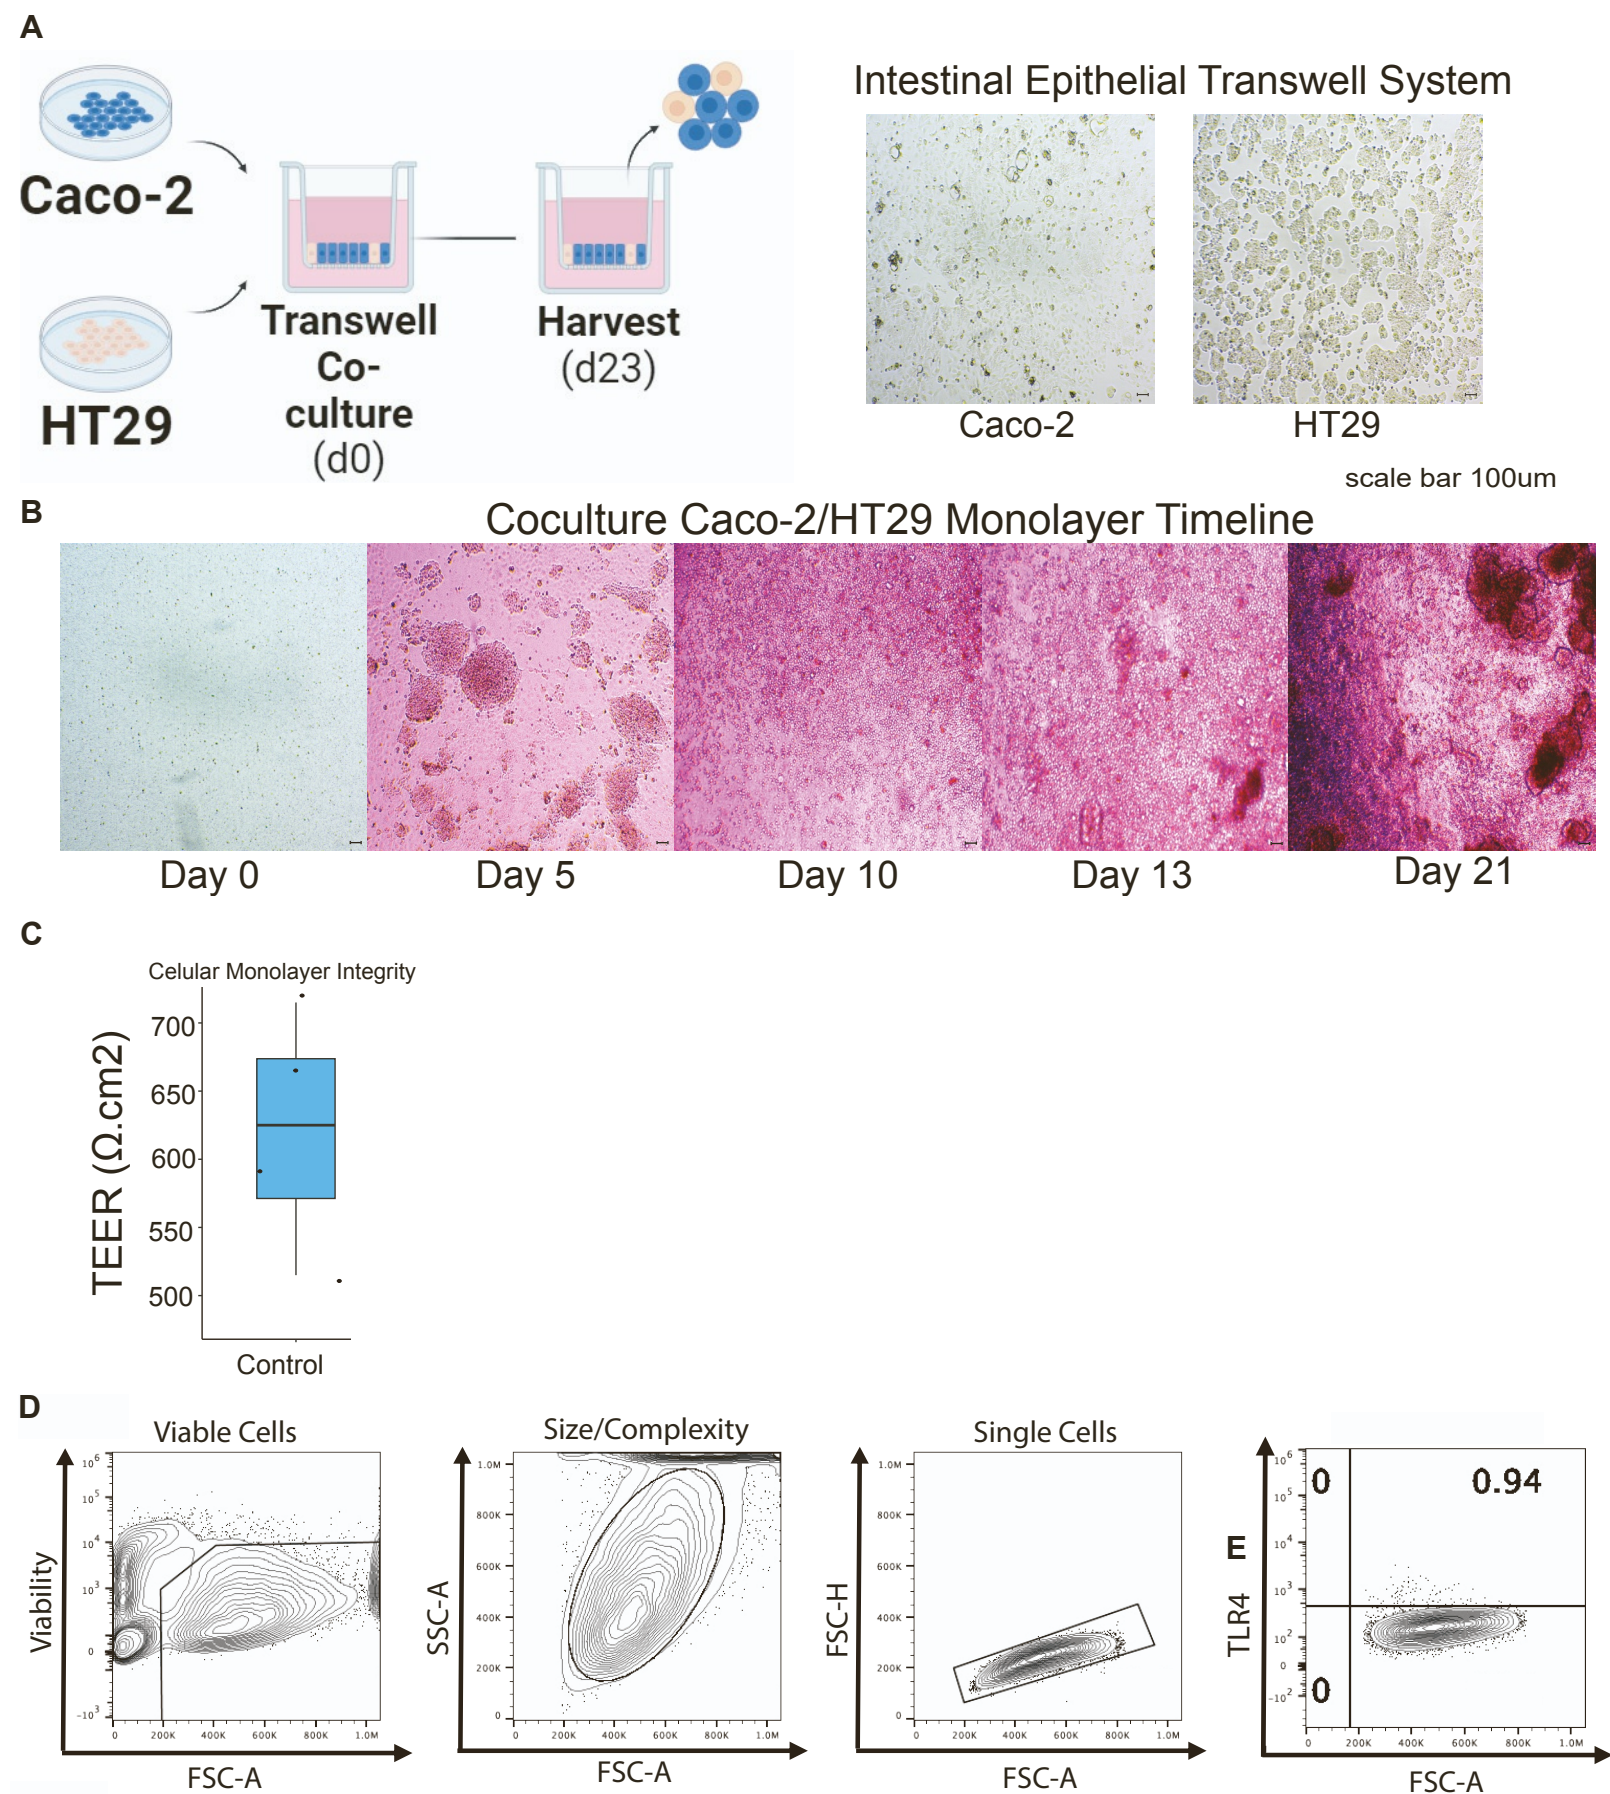

**Fig. S1: Physical properties evaluation of the co-culture, related to STAR Methods.**

A) Brightfield microscopy shows the Caco-2 and HT29 monoculture morphology before co-culture. B) Brightfield microscopy shows the change in morphology and confluency during the co-culture. C) Trans-epithelial/endothelial electrical resistance (TEER) measurement. D) Cell viability shown in box plot. E) TLR4 expression in HT29/Caco2 gut trans well system. Gating strategy: Viable cells are gated based on the viability dye exclusion followed by single cell selection. F) Flow cytometry contour plot showing TLR4 expression.

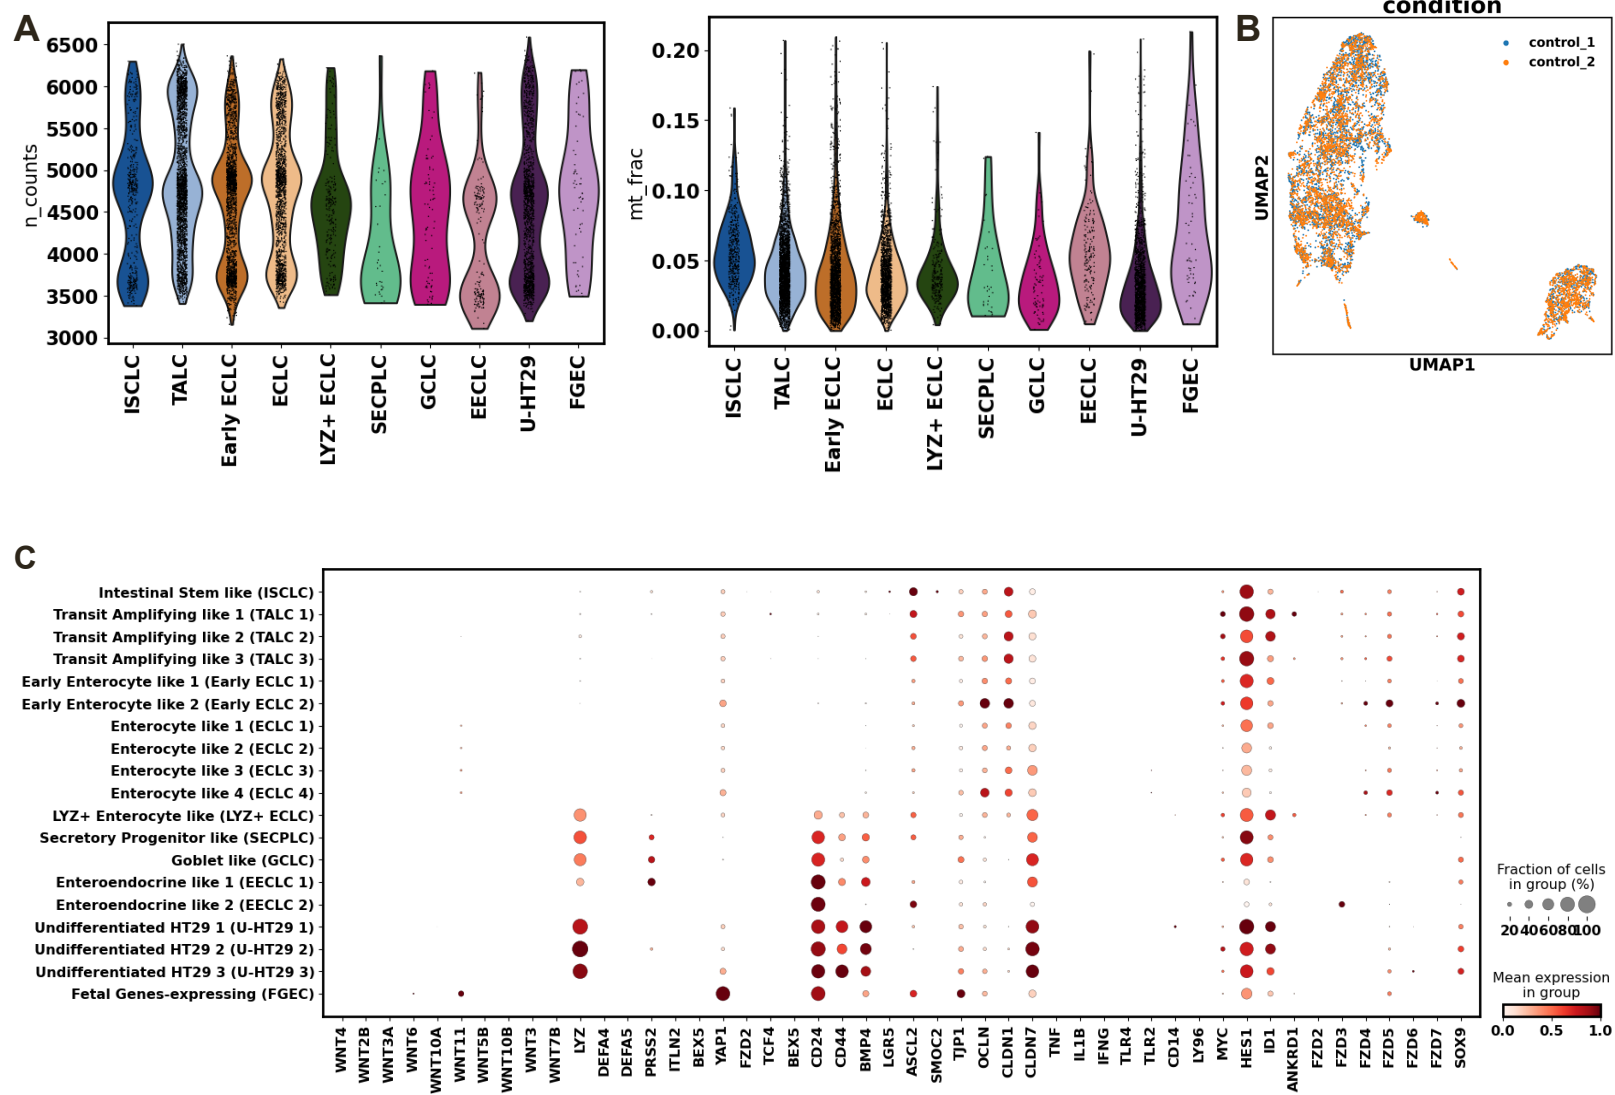

**Fig. S2: Quality control and supplementary expression maps, related to Figure 1.**  
A) Violin plot of the sequencing depth (left, counts of mRNA per cell) and the mitochondrial fraction (right, percentage of mitochondrial mRNA in all mRNA detected in a cell) of each annotated cluster. B) UMAP showing the mixing of cells from 2 batches after batch effect removal by SCTransform. C) Dot plot showing the expression of various cell signatures as a supplement to the main figure.

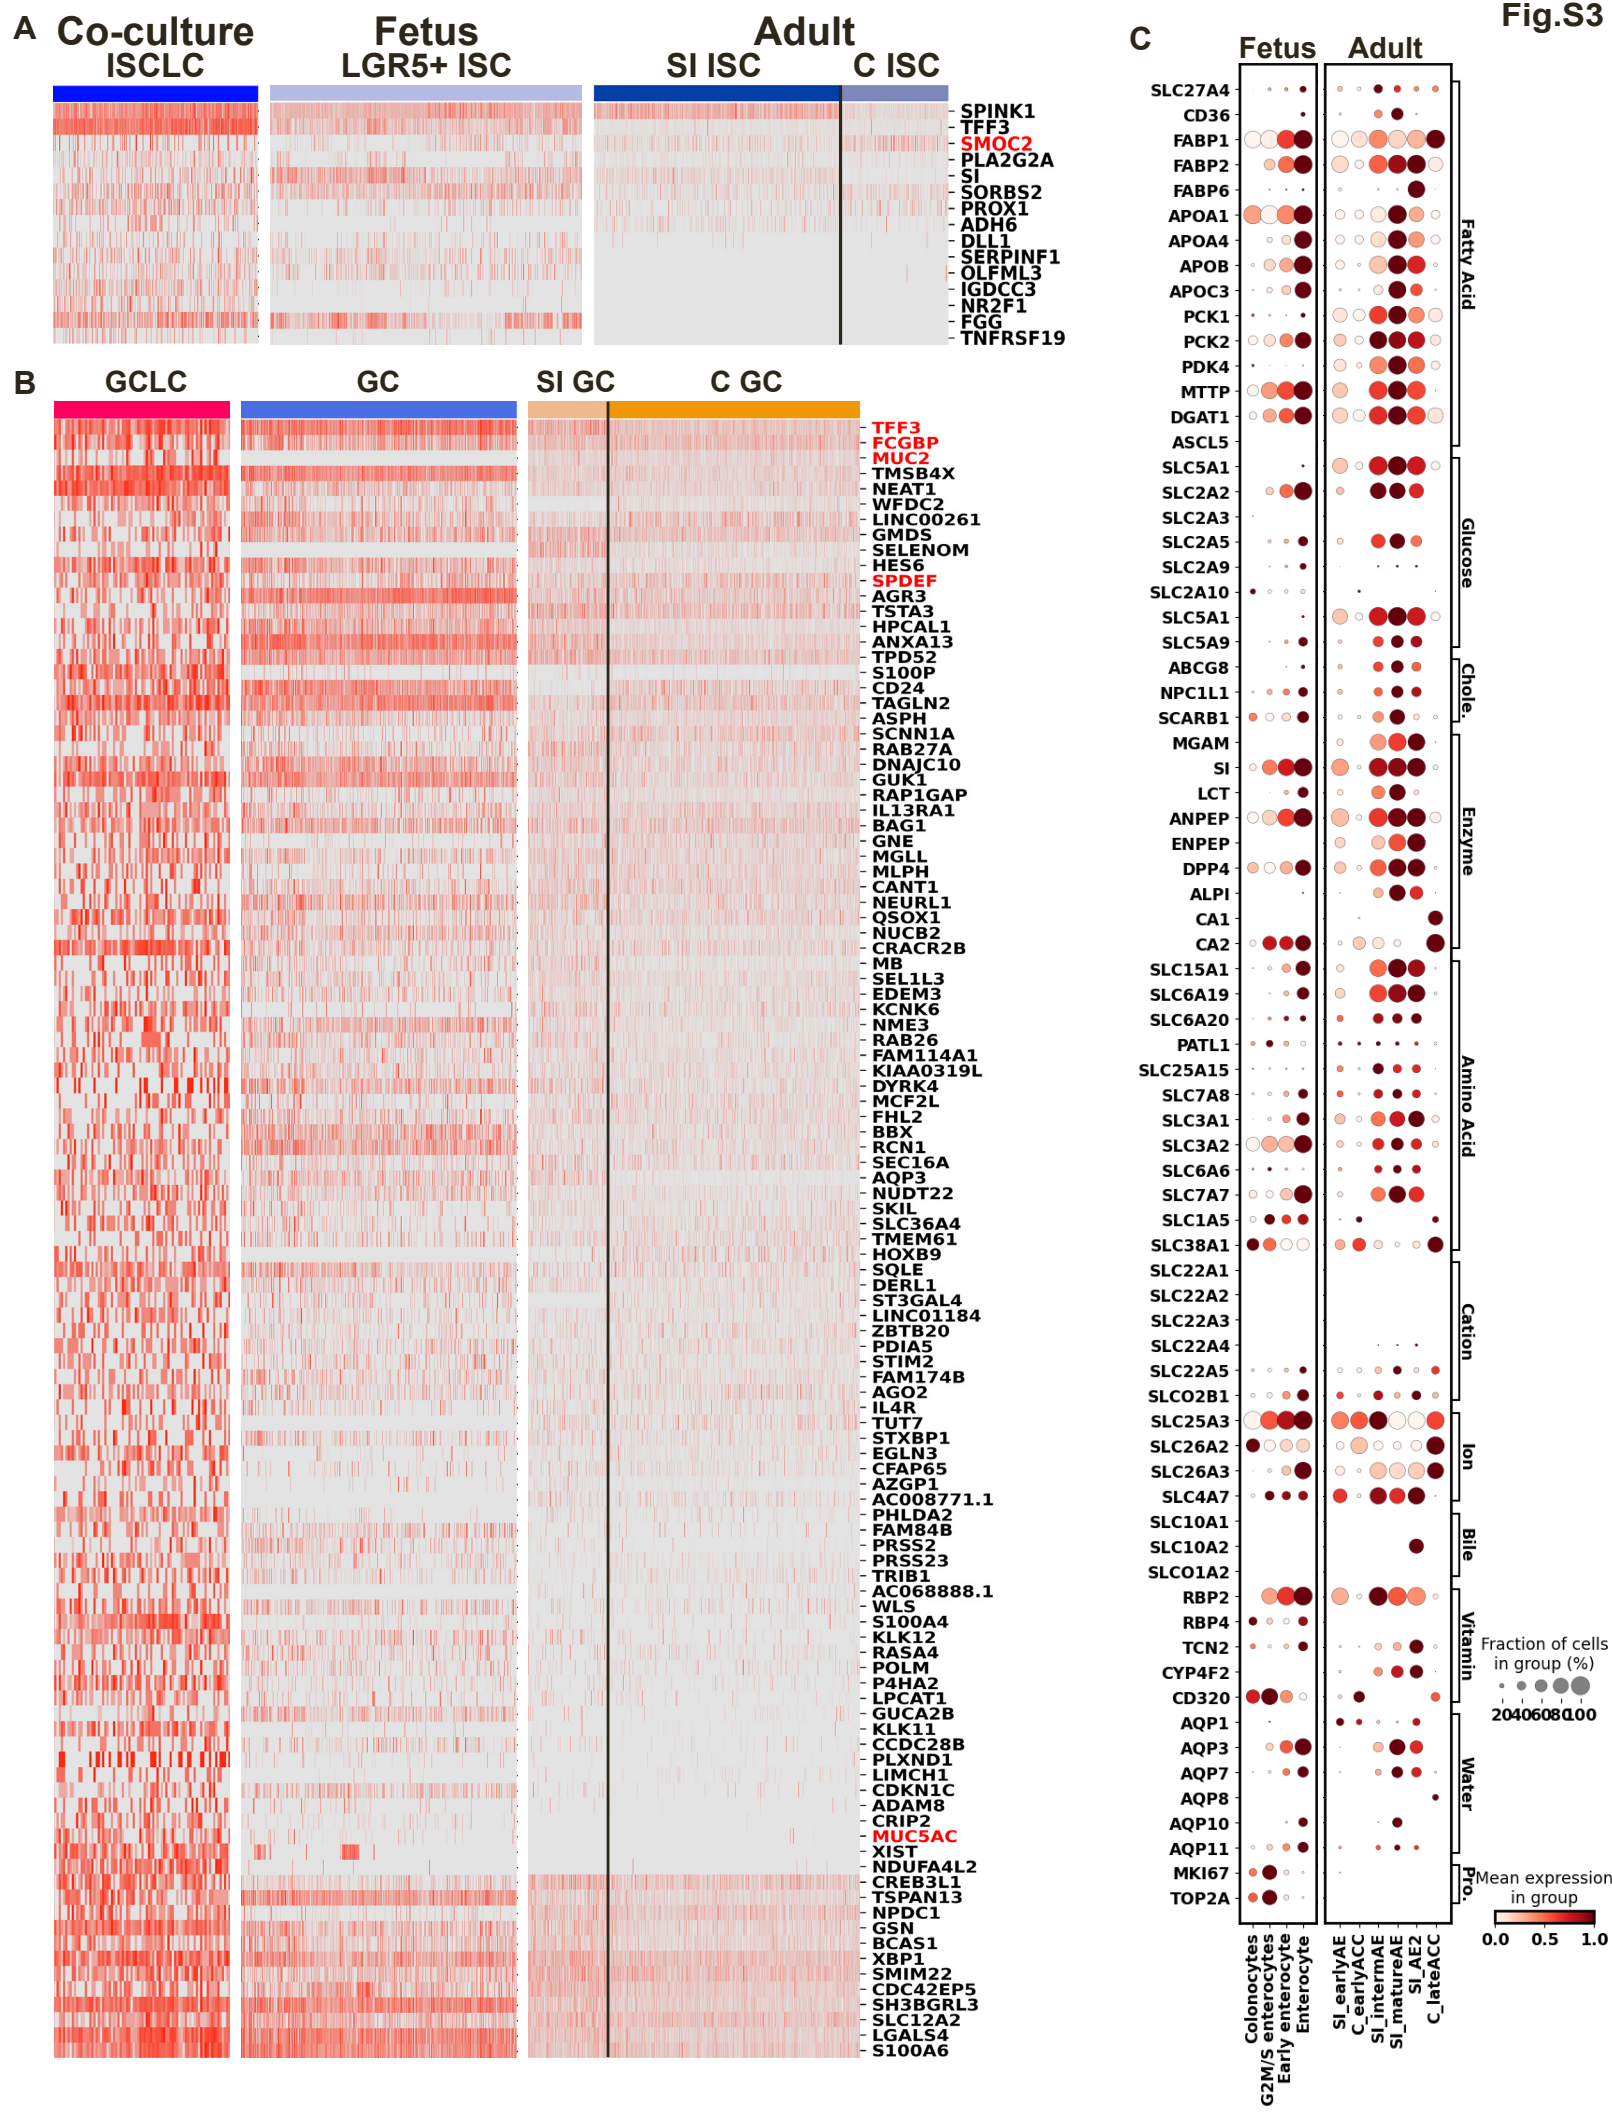

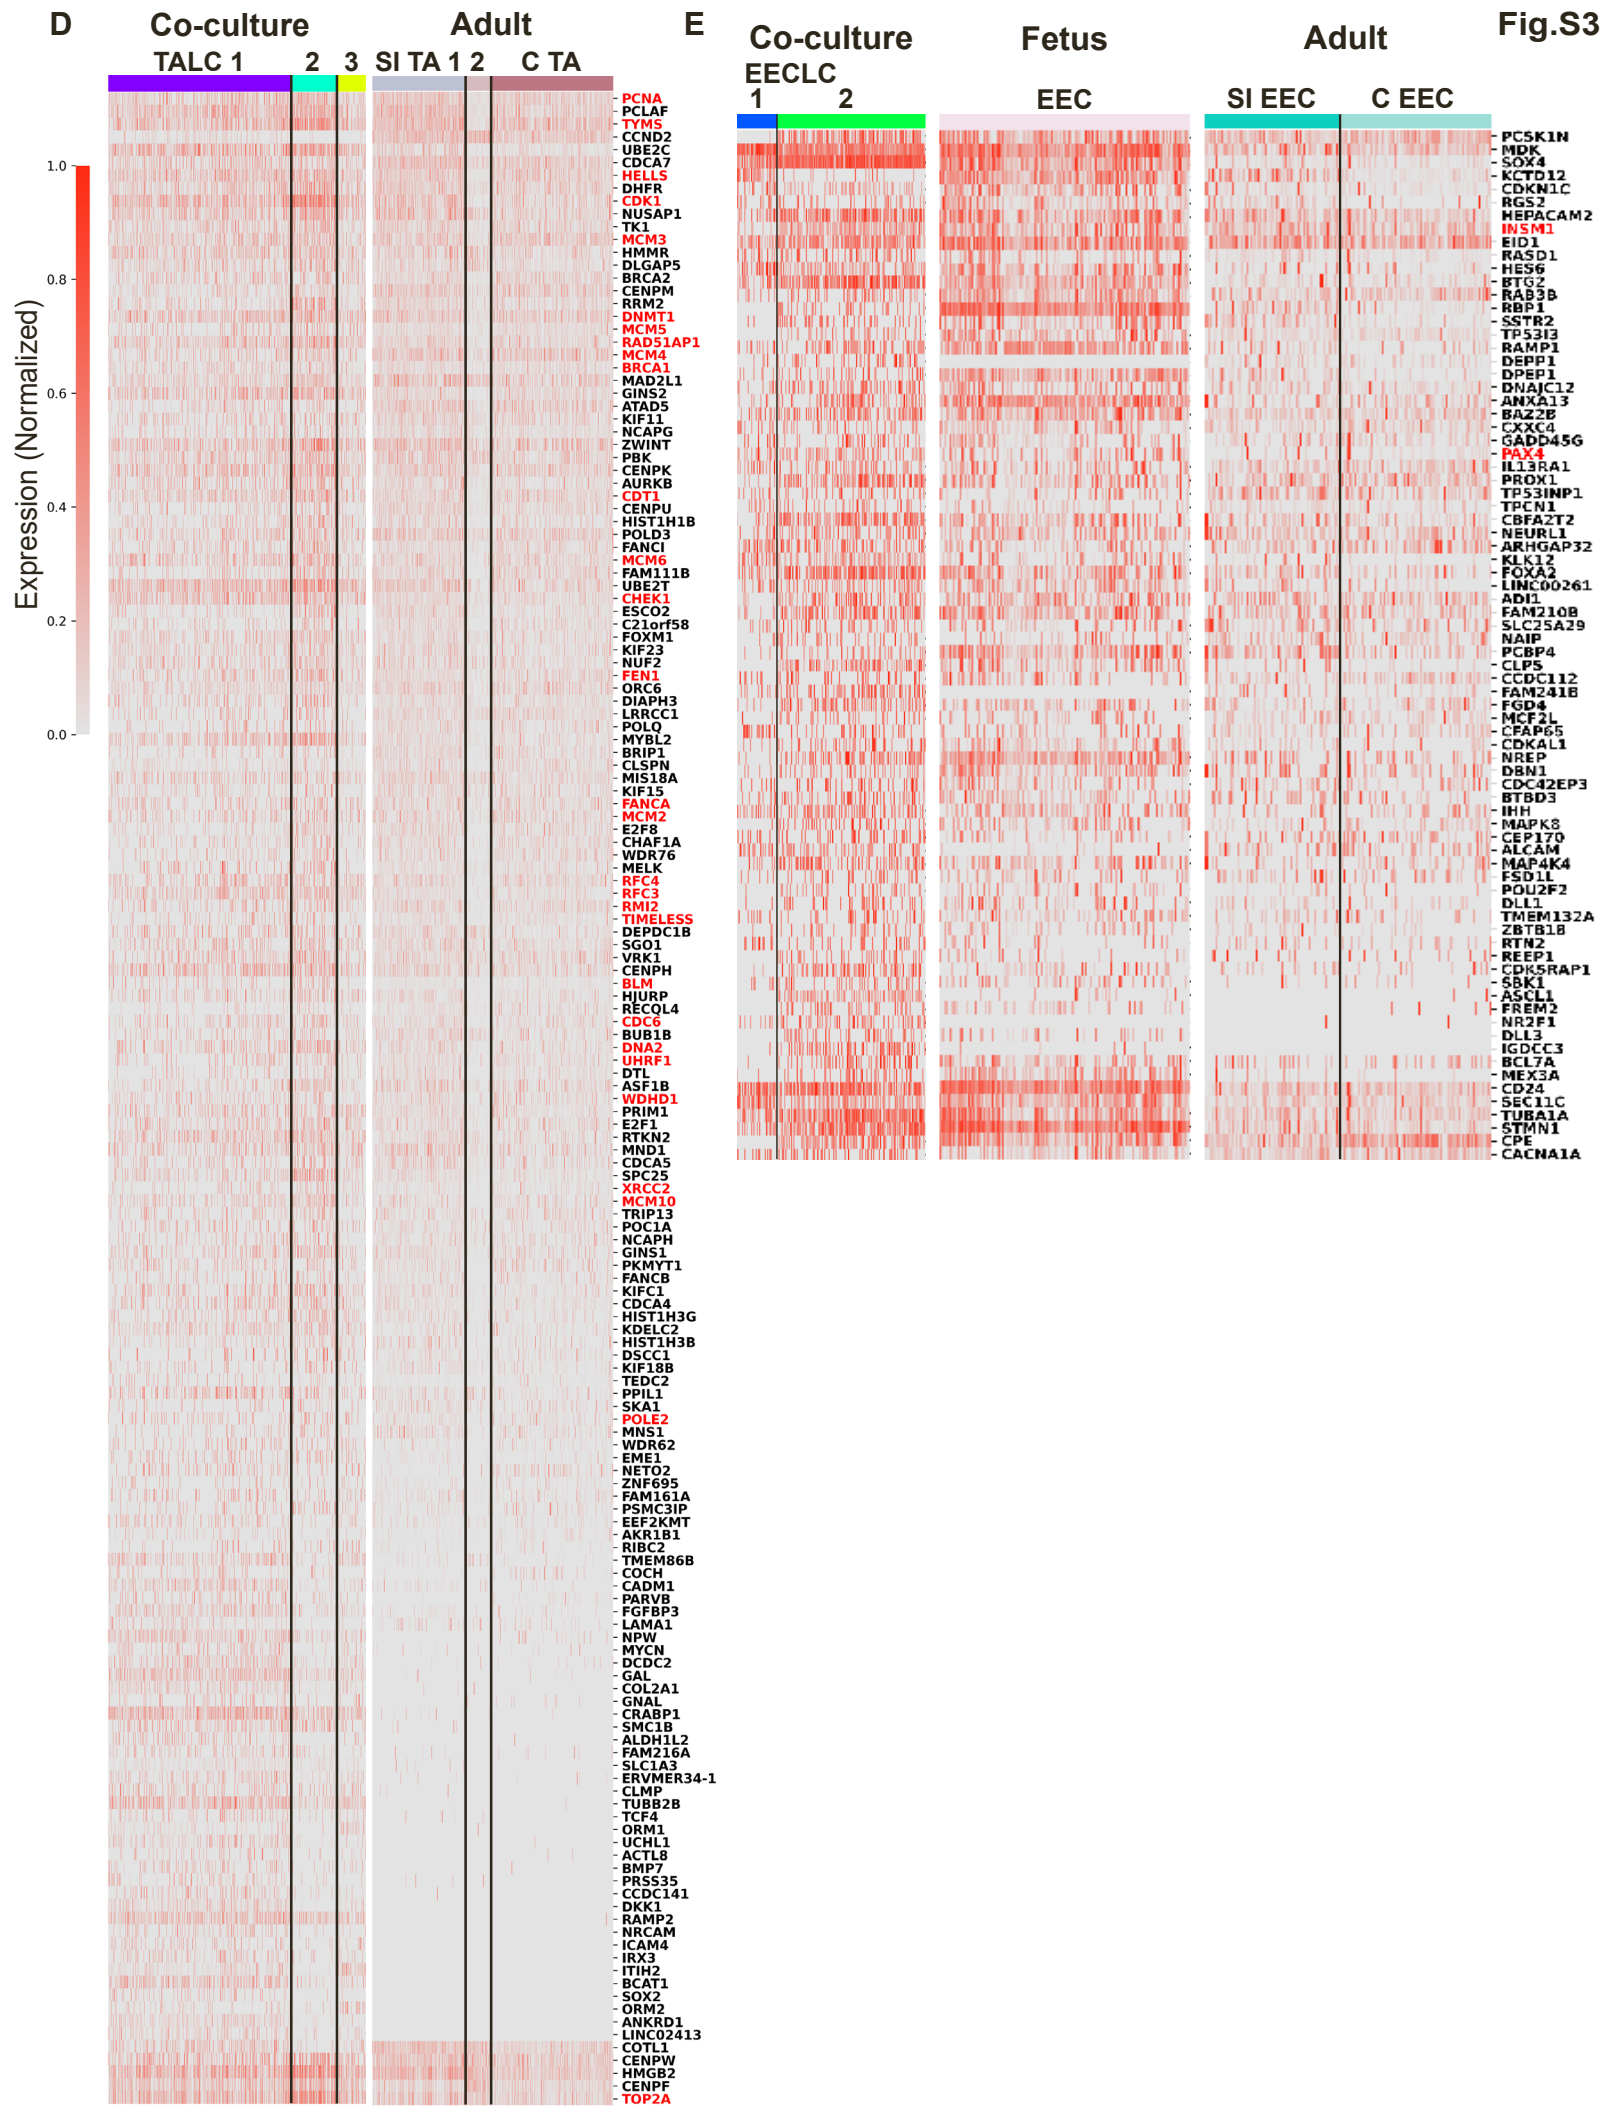

**Fig. S3: Heatmaps of co-culture differentially expressed genes expression in co-culture, fetus, and adult, along with the common nutrients transporters and enzymes expression in fetus and healthy adult showing in a dot plot, related to Figure 2, 3, 4.**

A) Intestinal stem cells (ISC) in fetus and adult compared to ISC-like cells (ISCLC) in co-culture. SI: small intestine. C: colon. B) Goblet cells (GC) in fetus and adult compared to GC-like cells (GCLC) in co-culture. C) The expression of various nutrients transporters and enzymes in fetal and adult enterocytes/colonocytes as a reference of Fig. 3A. AE: absorptive enterocytes. ACC: absorptive colonocytes. D) Transit amplifying (TA) cells in adult compared to TA-like cells (TALC) in co-culture. E) Enteroendocrine cells (EEC) in fetus and adult compared to EEC-like cells (EECLC) in co-culture.

How the deposited data were processed for this re-analysis (not part of the article)

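Single-cell RNA was measured in 3 libraries of Caco-2 and HT29 cells co-cultured on Transwells, 2 untreated controls and 1 treated with 1 ng/ml lipopolysaccharide (LPS) from day 22 for 24 h, all harvested on day 23. The paper reports the controls alone. The LPS library was used in the closing section, and its cells were kept at the minimums of control 2, since the paper states none for it. The count matrices, as deposited by the authors, hold the UMIs per gene and barcode that Cell Ranger made from the reads aligned to GRCh38, with no normalization. They hold cells below the paper's minimums, so they precede its filters. The LPS library holds 6838 barcodes with 24185467 UMIs. 4850 of its cells were kept, with a median of 3574 UMIs. No column of counts was shared between libraries.

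Doublets were scored per library with scanpy 1.11.5 at an expected rate of 6%. The automatic threshold marked 1 cell in the LPS library and none in the controls, and the cells with the highest scores were removed up to the expected rate. SCTransform (sctransform 0.4.2) was run per library with the mitochondrial share and the S minus G2M score regressed out, followed by anchor integration in Seurat 5.3.0 on 3000 features. Clusters came from 50 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2) at a resolution of 0.5, with subclustering at 0.35 for enterocyte-like, 0.4 for secretory and 0.3 for U-HT29 clusters. Seurat, sctransform and scanpy are newer than the versions the paper gives. A marker counted as raised in a cluster when it was at 5 CPM or more and higher than in the other cells. A cluster took the class with the highest mean log2 fold change over its markers if at least 3 were raised and no other class had more of them among the 10 most raised genes, and a subcluster kept its earlier name unless another class had more. The markers were set in advance. This rule and the pooling of secretory clusters before their subclustering were chosen after clusters had been seen, and the rule is the third version, set after the names and shares under the others were known. All versions were run on every clustering, and the class tests used the third alone.

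Counts were summed per class and control library for the tests. TALC against ISCLC and GCLC against U-HT29 were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, a filter on low counts and a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The fit covered the named classes with at least 20 cells in each control, and GCLC with at least 10. The same test compared the lone LPS library with the controls, with 1 residual degree of freedom, on the assumption that it varies as the controls do. DESeq2 1.42.0 was the other tool. Tested on simulated data with 197 changed genes for TALC against ISCLC, the edgeR test recovered 80.2% of them, and 0.629% of its calls were false. For GCLC against U-HT29 it recovered 40.6%, with 1.23% of its calls false, and for LPS against control 82%, with 4.65% false. The simulated log2 fold changes were 1 and 2, and at 1 the test recovered 18.1% for GCLC against U-HT29. Counts were drawn independently with a common dispersion, fixed classes and an LPS library that varies as the controls do. Shared differences between libraries and clustering on the same cells were left out, so the false rates may be higher in the data. Lists were compared with 10000 random lists matched on expression in 20 bins.

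The genes named are every gene that the paper's text names for the co-culture, those of its Figures 2B, 3A, 4A and S2C, the gene lists for stem cells, proliferation, secretory cells, hypoxia, Wnt, WNT ligands, TLRs, Paneth cells, transporters, NF-κB targets, tight junctions and trophoblast, and the 10 genes with the largest change among those past the threshold in the LPS comparison. The lists, markers, tests and 52 alternatives were set before the data were examined. The removal of the cells with the highest doublet scores, the naming rule, the order of subclustering, the subclustering of the stem and TA clusters, the list of interferon genes and the tests of explanations were chosen afterwards. Alternatives covered normalization, resolution, doublets, filters, depth, the genes used for clustering, the test, the control library as a block, and each control left out in turn. In the class tests a control was left out for the compared classes alone, and the other classes of the fit kept both. The adult, fetal, tumour and cell-line data sets that the paper compares with and its flow cytometry were not analysed here.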

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

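All tests of explanations in this part were chosen after the result was seen. The comparison of the LPS library with the controls and the lists of NF-κB targets and tight junction genes were planned.

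The LPS library, which the paper does not report, differed from the controls. In edgeR's test 17 of 16135 genes were past the threshold, 11 higher and 6 lower, and DESeq2 called 4, 1 higher and 3 lower. When control 1 was set against the other 2 libraries in the same way, 477 genes were past the threshold, and 9 when control 2 was. The LPS library is in the reference of both comparisons, and the 477 include 12 of the 17, so for the number of genes too, a difference between libraries unrelated to LPS and an effect of LPS cannot be told apart. The log2 fold changes of the 10 largest were RSAD2 (3.58), PTN (-3.52), SST (3.15), REG3A (2.61), XAGE3 (-2.48), CLPS (-2.39), FABP7 (-2.34), OAS2 (1.95), IFI44L (1.79) and MX2 (1.71). The REG3A value rests on few cells. In the LPS library 3 cells with 5 or more UMIs held 88.5% of its 87 UMIs. Control 1 had 0 such cells and control 2 had 2.

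Of the 17 genes, 9 are interferon-induced, all higher in the LPS library, with a median log2 fold change of 1.69. Besides 4 of the genes above, these were IFIT1, IFIT2, IFIT3, SAMD9 and MX1, which were chosen after their values were seen, as was the interferon list. The remaining 17 genes of that list had a median of 0.46, above the middle 95% of matched random lists (-0.15 to 0.13), and 0 of them were past the threshold over all genes in edgeR's test, 7 when adjusted over the list alone and 10 at an unadjusted p under 0.05. DESeq2 called 0 of them, with 3 at an unadjusted p under 0.05, and with no filter on low counts edgeR called 1. The signal sits in few cells: 83 cells of the LPS library with 5 or more UMIs of the 9 genes held 70.9% of these UMIs, against 25 and 18 such cells in the controls. Without those cells the summed level was 30.4 CPM in the LPS library and 19.4 and 25.3 CPM in the controls. The cells were chosen by the same genes, so a smaller remaining difference is built in. A UMI of the 9 genes was found in 10.7% of the LPS cells and in 9.86% and 9.90% of the control cells.

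Each control, set against the other 2 libraries, gave a median of -1.34 and -0.96 for the same genes. These values are not independent of the LPS library, which is in both comparisons. With a single LPS library, a difference between libraries unrelated to LPS and an effect of LPS cannot be told apart. TLR4, the receptor for LPS, was nearly undetected in the controls, and the list of NF-κB targets was lower in the LPS library, with a median of -0.26 below the middle 95% of random lists (-0.11 to 0.13). Of its 23 genes tested with edgeR, 0 were past the threshold and 4 had an unadjusted p under 0.05. DESeq2 gave 0 and 0, and edgeR with no filter on low counts called 1. Without control 1 the median was -0.0905, inside the middle 95% of its random lists.

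Cells were sorted into an HT29 and a Caco-2 lineage by the Table S2 list whose UMI share was higher relative to its mean over all cells. This put 1555 of 1565 U-HT29 of the controls in the HT29 lineage. It also put 348 of 4360 ECLC, 159 of 335 LYZ+ ECLC and 50 of 149 EECLC there. The difference between the LPS library and the controls itself differed between cells of the HT29 and of the Caco-2 lineage. In a test of this difference with 1 residual degree of freedom, 24 of 15144 genes were past the threshold, 15 with a higher change in HT29 lineage cells, and 633 had an unadjusted p under 0.05. They include 5 of 26 interferon genes, IFITM3, IFIT2, IFIT3, ISG15 and IFI27, named after their values were seen, with a log2 difference of 0.78 to 2.10. In this library the change of these genes was larger in HT29 lineage cells. Whether both cell lines respond equally cannot be decided, since the spread of this difference between LPS libraries is unknown. The lineages were compared in the same 1 LPS library, so whether LPS is the source stays open. DESeq2 was not run for this test.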

How the results depend on the processing

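The subclustering of the stem and TA clusters, the versions of the naming rule and the thinning to 1500 UMIs were chosen after seeing the data, and the other settings in this part were planned. The cause of the changes was not tested unless it is named.

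In percent of all cells, the shares of ISCLC, TALC and ECLC moved most, and not only between these classes. At a resolution of 0.3 the shares were TALC 43.7%, ECLC 33.7%, GCLC 1.22%, FGEC 3.49%. At 0.8 they were ISCLC 6.29%, TALC 23.4%, ECLC 31.6%, GCLC 1.22%, with 16.0% of the cells unnamed. Log normalization without integration gave ISCLC 18.2%, TALC 19.3%, ECLC 37.6%, GCLC 1.11%, U-HT29 7.72%. It left 10.4% of the cells unnamed, against 0.425% in the clustering reported above. With no doublets removed the shares were ISCLC 19.7%, TALC 12.9%, and with the reported genes left out of clustering ISCLC 6.56%, TALC 45.6%, ECLC 24.4%, GCLC 0.716%. Clustered with the LPS library, the controls had ISCLC 7.54%, TALC 24.3%, ECLC 28.1%, GCLC 1.06%, with 17.5% of their cells unnamed. With the minimums of control 1 in every library the values were TALC 49.6%, ECLC 19.9%, EECLC 1.21%, and with the stem and TA clusters subclustered ISCLC 7.73%, TALC 23.7%. ISCLC and LYZ+ ECLC were not found at a resolution of 0.3, nor GCLC with the minimums of control 1, so these have no value. The LYZ+ ECLC share otherwise moved by less than the spread between the controls. The first and second versions of the naming rule gave the same shares for all of these classes, and the first named the unnamed cluster SECPLC, at 0.425%. With the stem and TA clusters subclustered, the first version gave ISCLC 8.17%, TALC 19.9% and left 3.33% unnamed, and the second gave ISCLC 7.73%, TALC 23.7%. The second version left GCLC without a cluster at a resolution of 0.3 and was replaced after this was seen. The class tests were not repeated with the earlier versions.

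The numbers of genes in over 30% of cells followed depth and the share asked for. Thinned to 2250 UMIs per cell they were 677 in ISCLC, 713 in TALC, 640 in ECLC, 782 in GCLC, and thinned to 4000 UMIs 1342 in TALC. Both leave out shallower cells and keep 100 and 24 of 149 EECLC. Thinned to 1500 UMIs, which leaves out no cell, they were 431 in ISCLC, 440 in TALC, 400 in ECLC, 507 in GCLC, 525 in EECLC. At over 20% of cells they were 2763 in ISCLC, 3382 in TALC, 2462 in ECLC, 2808 in GCLC, 2091 in EECLC, and at over 40% 1097 in ISCLC, 970 in ECLC, 1083 in GCLC, 723 in EECLC. These follow from fewer UMIs per cell and from the share itself. The remaining counts of these 5 classes stayed within 1.5 times of those reported. The other classes were not part of this comparison, and with thinning to 2250 UMIs they fell as well, U-HT29 from 1759 to 801, LYZ+ ECLC from 2300 to 735 and FGEC from 2627 to 784.

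For TALC against ISCLC, 602 genes were past the threshold, 962 with no filter on low counts, 1093 with the reported genes left out of clustering and 964 with log normalization. The replicate block, with the control library as a block, gave 1427 for TALC against ISCLC and 878 for GCLC against U-HT29. It included all 602 and 657 genes called without it. Of 28 pairs of classes, 10 had residuals of the controls correlated over 0.1. Without a control the counts were 91 to 102 and 265 to 330, where the lone library of a class is assumed to vary as the others do.

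The share of higher genes among those past the threshold differed between the tools and between the settings of edgeR. For TALC against ISCLC it was 58.0% with edgeR and 46.1% with DESeq2. Within edgeR it was 76.2% with no filter on low counts, 76.1% with no doublets removed, 71.9% with log normalization and 29.7% without control 1. For GCLC against U-HT29 it was 37.0% and 59.9% with the tools. The median log2 fold change of all genes was -0.13 with edgeR and 0 with DESeq2 for GCLC against U-HT29. For the LPS comparison the share was 64.7% and 25% with the tools. Within edgeR it was 37.0% with no filter on low counts and 72.7% with no doublets removed. With the minimums of control 1 in every library it was 100%. It was 0% in Caco-2 and 89.5% in HT29 lineage cells.

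Single genes changed direction between TALC and ISCLC, most often where the settings redraw the border between the classes. With log normalization these were ASCL2 (0.0234), CD44 (-0.52), AFP (0.74), BMP4 (-0.55), PROM1 (-0.43), SOX2 (-1.17), CDC25B (1.14), DKK1 (-1.10), ANKRD1 (-0.33). With no doublets removed they were CD44 (-0.39), AFP (3.39), ALB (3.50), BMP4 (-0.97), PROM1 (-0.0686), SOX2 (-1.47), CDC25B (0.0345), DKK1 (-2.13), ANKRD1 (-0.55). With the reported genes left out they were BMP4 (-0.76), SOX2 (-0.11), CDC25B (0.0200), DKK1 (-0.97). With no filter on low counts it was CDC25B (0.0555), and with the stem and TA clusters subclustered AXIN2 (0.41), PLA2G2A (0.11), CD24 (1.04). Without a control the ranges were CD44 -0.20 to 1.96, BMP4 -0.0204 to 0.71, GNRH2 -0.32 to 0.52. With no doublets removed, 141 of the genes called between TALC and ISCLC were shared, 28 of them with the opposite sign, and with log normalization 225, 35 with the opposite sign. Of 323 values of single genes under the alternatives, 229 kept their direction and their side of the threshold.

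Between GCLC and U-HT29, STMN1 (-0.0344) changed sign with no doublets removed and ADAM8 (-0.00486) with no filter on low counts. Without a control the ranges were STMN1 -0.38 to 0.50, ADAM8 -0.00497 to 0.12, BNIP3 -0.45 to 1.88. Of 296 values of single genes, 258 kept their direction and their side of the threshold.

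The difference of Jaccard indices, Caco-2 minus HT29, at a CPM over 2 times that of other cells was 0.00500 for ISCLC, 0.0362 for TALC, 0.0118 for ECLC, -0.101 for GCLC, 0.00160 for EECLC, -0.131 for U-HT29, 0.0613 for FGEC. As the number of shared genes over the size of the Table S2 list, the difference was 0.00265 for ISCLC, -0.104 for GCLC, -0.00833 for EECLC, -0.341 for U-HT29, 0.0571 for FGEC. With a control alone it ranged over ISCLC 0.00255 to 0.00257, TALC 0.00517 to 0.0116, ECLC -8.21e-04 to 0.00117, GCLC -0.0747 to -0.0587, U-HT29 -0.161 to -0.156, FGEC 0.0335 to 0.0375.

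In the LPS comparison, 46 genes were past the threshold with no filter on low counts (17 higher and 29 lower), 4 with DESeq2, 4 with the minimums of control 1 in every library, 11 with no doublets removed, 6 in Caco-2 lineage cells (0 higher) and 19 in HT29 lineage cells (17 higher). The NF-κB target list had a median of -0.12 in Caco-2 lineage cells, and the tight junction list 0.0482 in HT29 lineage cells. Without a control the NF-κB list ranged from -0.27 to -0.0905 and the tight junction list from -0.0421 to 0.0402. These are values with no test, since no residual degree of freedom is left. The NF-κB median was negative in every setting run.

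Of the undetected genes, thinning to 2250 UMIs left 2 TLR and LPS receptor genes, 5 WNT ligands and 1 Paneth gene with no UMI. In a control alone the ranges were TLR and LPS receptor 1 to 2, WNT ligands 3 to 5, Paneth 0 to 2, lacking in ECLC 1 to 2. Fewer cells and UMIs give more genes with no UMI by construction. The share of cells with TLR4 was 0.0401% in control 2 alone and 0.130% in control 1 alone, within the counting interval of the joint share, and 0.0327% after thinning to 2250 UMIs, below it.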

Differences from the paper's values

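The subclustering of the stem and TA clusters and the naming rule were chosen after seeing the values, and the other settings named here were planned. The paper gives a share of 4.73% for ISCLC, and the share here was 8.74%. With alternatives set before the data were examined, the value came within 1.5 times of the paper's at a resolution of 0.8 (6.29%) and with the reported genes left out of clustering (6.56%). It did not with log normalization without integration, no doublets removed, the minimums of control 1 in every library, the LPS library clustered with the controls or either control left out, nor with the stem and TA clusters subclustered, which was chosen after seeing the values.

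The paper describes a class of secretory progenitors, SECPLC. No cluster was named so here under the final naming rule. The first version of the rule named a cluster of 41 cells SECPLC, and the rule was changed after this had been seen, so the absence follows from a choice made with the values known. With the final rule a cluster was named SECPLC at resolutions of 0.3 and 0.8, with no doublets removed, with the minimums of control 1 in every library, with the reported genes left out of clustering and with the LPS library clustered together. In each of these settings a cluster so named had SST as its most raised gene, and with the reported genes left out a further cluster was named SECPLC. The paper states that depth and mitochondrial share were comparable between clusters. Over the classes here the median number of UMIs differed 2.55 times and the median mitochondrial share 2.26 times.

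The paper places GNRH2 in a group of TALC alone, although its Table S1 lists it for ECLC. Here ECLC had 1196 CPM of GNRH2 and TALC 49.7. This difference depends on a name given here, since the highest value, 3956 CPM, was in a cluster of 499 cells that kept the name ECLC with a negative mean over the ECLC markers. The paper describes PLA2G2A as unique to ISCLC. TALC had 84.3 CPM of PLA2G2A and EECLC 55.0. The paper describes CHGA and CHGB as missing from both groups of EECLC. They were at 126 and 42.6 CPM in EECLC here, with CHGA at 466 CPM in the smaller group and 2.55 in the larger, which rests on few cells. PRSS2, which the paper describes as not expressed in ISCLC, was at 20.9 CPM in ISCLC and 1.67 CPM in ECLC. The paper describes AFP and ALB in a portion of ISCLC and in the group TALC 3. Here both were lower in TALC as a whole than in ISCLC, but nearly all of a subcluster of 322 cells with AFP at 2313 CPM, ALB at 4745, MKI67 at 103 and TOP2A at 446 fell in ISCLC, so the direction depends on the name given to these cells and need not differ from the paper. With no doublets removed both were higher in TALC, and AFP was with log normalization without integration. The paper places UCN3, ETV1 and SST in a group of EECLC. Here they were highest in the unnamed cluster, with ETV1 at 145 CPM there and 6.56 in EECLC. This depends on the name as well and need not differ from the paper. EECLC and the unnamed cluster together held 1.97% of the cells, and the paper gives 1.98% for EECLC. The unnamed cluster alone, at 0.425%, is also near the paper's share for SECPLC, so the shares do not decide which group it matches.

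TOP2A, which the paper describes as increased in TALC over ISCLC, was higher but not past the threshold here (adjusted p = 0.104, edgeR). It was past it with the replicate block, with no filter on low counts, with the reported genes left out of clustering and with log normalization.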

Other observations

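All tests of explanations in this part were chosen after the result was seen. The lists of trophoblast, NF-κB and tight junction genes were written before, and so were the tests of the latter 2 in the LPS library and the thinning of cells to 2250 UMIs. The thinning to 1500 UMIs was added after the values were seen. The test of the trophoblast list in FGEC was chosen afterwards.

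LYZ+ ECLC carry genes of U-HT29. With panels of 82 and 90 genes, each taken from the other control, every panel gene was above its level in ECLC in control 1 (82 genes) and in control 2 (90 genes). Free RNA spread evenly over all droplets is argued against, since 78.1% and 86.5% of the LYZ+ ECLC lay above the 95th percentile of ECLC. RNA of both lines in the same droplet may explain the cluster. Against simulated pairs of an ECLC and a U-HT29 cell, 57.1% and 27.8% of the LYZ+ ECLC lay below the middle 90%, which leaves such pairs open, since a range from simulated whole cells excludes no droplet with part of a cell. The median doublet score was 0.122 and 0.0818 in LYZ+ ECLC and 0.0668 and 0.0722 in ECLC. The median number of UMIs was 10898 in control 1, near the 11242 of the simulated pairs, and 5298 in control 2, below their 8134. LYZ+ ECLC had 2 and 4 genes over 2 times every other class, against 113 and 99 for ECLC. The doublet score and the few genes of their own go with RNA of 2 cells in a droplet. FGEC held the panel at a similar level (below), so a raised panel is not particular to LYZ+ ECLC. The median doublet score of FGEC was also above that of ECLC, at 0.0864 and 0.0784, so a raised score is not particular to them either. A state of the cells in which these genes are expressed was not tested.

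FGEC express genes low or absent in the other classes. In FGEC the panel was at 20.8% and 18.3% of the way from ECLC to U-HT29, which argues against FGEC being HT29 cells. The list of 25 trophoblast genes, which leaves out the FGEC genes of Table S1, had a median log2 fold change of 2.63 in control 1 (7 genes detected) and 2.60 in control 2 (13 genes). The middle 95% of random lists was -0.54 to 0.95 and -0.37 to 0.62. Of the listed genes, 1 (KRT7) is in another column of Table S1, and none is on another list used here. In FGEC 11 of them reached 5 CPM, and in ECLC 1 did. The most abundant in FGEC, named after their values were seen, were PEG10 (1124 CPM, 797 in ECLC), XAGE3 (270.3 and 0.833) and VGLL1 (83.5 and 0.127). A placental gene programme is a candidate explanation. Other origins of these cells were not tested.

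SST was higher and PTN, FABP7 and XAGE3 were lower in the LPS library. Few cells carry these genes. Cells with 5 or more UMIs held 98.4% of the SST UMIs of the LPS library, 9 cells there and 3 in each control. With all 3 libraries clustered together, the cluster with most of the SST UMIs held 0.474% of the LPS cells, against 0.367% and 0.421% of the controls, and SST inside it was at 13524 CPM, against 1148 and 2519.7. This argues against a different number of cells of that cluster. A higher level per cell and more SST cells within the cluster stay open. FGEC, which hold most UMIs of PTN, FABP7 and XAGE3, were 0.165% of the LPS cells (8 cells), against 0.453% and 0.882% of the controls. Fewer FGEC may account for part of the lower values. The level inside FGEC was lower as well, 691 CPM against 1177 and 1351, and PTN and FABP7 are markers that named FGEC. CLPS and CPE (log2 fold change -1.57), which were lower as well, are markers that named EECLC. In the same clustering EECLC were 0.722% of the LPS cells (35 cells), against 1.34% and 1.70% of the controls. Whether this smaller share accounts for the lower CLPS and CPE was not tested. An effect of LPS was not separated from these differences in the number and level of cells.

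NF-κB targets were lower in the LPS library. Set against the other 2 libraries, control 1 had a median of 0.21 over the list, with 4 of its 23 genes past the threshold, and control 2 of -0.0313, with 0, as in the LPS library. So control 1 differs from the other 2 libraries over this list too. The middle 95% of random lists was -0.15 to 0.11 for control 1. The LPS library is in the reference of both comparisons, so a low value in it alone raises them. With a single LPS library, a difference between libraries unrelated to LPS and an effect of LPS cannot be told apart for this list. The tight junction list had a median of -0.03 over 18 genes in the LPS library, inside the middle 95% of random lists, and the TLR and LPS receptor list 0.13 over 11, inside it as well.

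The number of genes in over 30% of cells differed between classes. EECLC had 54.7% of the number of TALC, and 116% after thinning to 2250 UMIs, which left out shallower cells and kept 100 of 149 EECLC and 2140 of 2178 TALC. After thinning to 1500 UMIs, which left out no cell, it was 119%. The depth of the cells may account for the lower number in EECLC. No biological explanation was tested.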
